# IL-4 together with IL-1β induces antitumor Th9 cell differentiation in the absence of TGF-β signaling

**DOI:** 10.1038/s41467-019-09401-9

**Published:** 2019-03-26

**Authors:** Gang Xue, Guangxu Jin, Jing Fang, Yong Lu

## Abstract

IL-9-producing CD4^+^ (Th9) cells are a subset of CD4^+^ T-helper cells that are endowed with powerful antitumor capacity. Both IL-4 and TGF-β have been reported to be indispensable for Th9 cell-priming and differentiation. Here we show, by contrast, that Th9 cell development can occur in the absence of TGF-β signaling. When TGF-β was replaced by IL-1β, the combination of IL-1β and IL-4 efficiently promoted IL-9-producing T cells (Th9^IL-4+IL-1β^). Th9^IL-4+ IL-1β^ cells are phenotypically distinct T cells compared to classic Th9 cells (Th9^IL-4+TGF-β^) and other Th cells, and are enriched for IL-1 and NF-κB gene signatures. Inhibition of NF-κB but not TGF-β-signaling negates IL-9 production by Th9^IL-4+IL-1β^ cells. Furthermore, when compared with classic Th9^IL-4+TGF-β^ cells, Th9^IL-4+IL-1β^ cells are less exhausted, exhibit cytotoxic T effector gene signature and tumor killing function, and exert a superior antitumor response in a mouse melanoma model. Our study thus describes an alternative pathway for Th9 cell differentiation and provides a potential avenue for antitumor therapies.

## Abstract (web summary)

CD4^+^ helper T cells producing IL-9 (Th9) have been implicated in anti-tumor immunity, with Th9 differentiation inducible in vitro via IL-4 and TGFβ treatment. Here the authors show that replacing TGFβ with IL-1β induces a distinct IL-9^+^ CD4^+^ population that have strong cytotoxic and anti-tumor activity in preclinical mouse models.

## Introduction

Interleukin-9 (IL-9)-producing CD4^+^ T helper 9 (Th9) cells are a distinct subset of Th cells induced from naive CD4^+^ T cells by IL-4 together with transforming growth factor-β (TGF-β) cytokine signaling^1,2^. Although Th9 cell differentiation requires a regulatory network of transcription factors and Th9 cells express transcription regulators such as PU.1, IRF4, STAT6, GATA3, BATF, STAT5, HIF1α, and Foxo1^3–10^, a unifying master transcription factor is still ambiguous. In addition to roles in allergic inflammation and autoimmune diseases, the most intriguing function of Th9 cells is their antitumor activity^4,10–12^. We were among the first to report antitumor features of Th9 cells^13^. Furthermore, increased physiological Th9 cell counts during nivolumab (anti-PD-1 antibodies (Abs)) treatment were associated with an improved clinical response among patients with metastatic melanoma^14^. More recently, we reported that Th9 cells represent a novel third paradigm for T cell therapy—they are less exhausted, fully cytolytic, and hyperproliferative, and only tumor-specific Th9 cells completely eradicated late-stage advanced tumors, a scenario more like that seen clinically^15^. Thus further work to elucidate the development of Th9 cells is warranted.

Signals from IL-4 and TGF-β have been recognized as indispensable for Th9 cell differentiation, and neither IL-4 nor TGF-β is sufficient by itself to generate the Th9 cell transcriptional profile or to induce high amounts of IL-9 expression in T cells^6,10,16^. One study showed that Activin A, a member of TGF-β superfamily, may replicate the function of TGF-β in driving in vitro generation of Th9 cells^17^. However, the requirement for TGF-β signaling is unclear; one report has shown that IL-9 production from CD4^+^ T cells during a parasite infection is comparable between wild-type (WT) mice and TGF-βRII dominant-negative mice (which express a dominant-negative TGF-β receptor)^18^. Thus in the current study we sought to identify the potential of other cytokine combinations that may lead to Th9 cell priming and development.

Here we report that Th9 cell differentiation can occur in the absence of TGF-β signaling. IL-4 in combination with IL-1β effectively induces generation of IL-9-producing CD4^+^ T cells (Th9^IL-4+IL-1β^), independent of endogenous TGF-β signaling. We demonstrate that the nuclear factor (NF)-κB pathway is required for IL-9 production in Th9^IL-4+IL-1β^ cells. Furthermore, Th9^IL-4+IL-1β^ cells promote antitumor immune responses in our experimental tumor-bearing model in vivo, achieving superior outcomes than those from classic Th9^IL-4+TGF-β^ cells.

## Results

### IL-4 together with IL-1β induces IL-9-producing CD4^+^ Th9 cells

Classic Th9 cells are induced by IL-4 in combination with TGF-β cytokine signaling. Here we investigated whether TGF-β or IL-4 may be replaced by other cytokines to generate IL-9-producing CD4^+^ T cells. First, we primed naive tyrosinase-related protein (TRP)-1-specific CD4^+^ T cells with TRP-1 peptide-loaded antigen-presenting cells (APCs) by IL-4 in combination with other cytokines; we also generated other Th cell subsets Th1, Th2, Th17, and Th22 and classic Th9^IL-4+TGF-β^ cells as controls. IL-4 plus IL-1β, but not other cytokines, induced a significant amount of *Il9* expression comparable to classic Th9^IL-4+TGF-β^ cells generated under conventional IL-4 and TGF-β conditions (Fig. 1a). We also primed naive TRP-1-specific CD4^+^ T cells by TGF-β in combination with other cytokines. However, only TGF-β incorporated with IL-4 to promote *Il9* gene expression, and no other cytokine appeared to replace the role of IL-4 (Supplementary Figure 1). These results suggest that the new cytokine milieu (IL-4+IL-1β) plays a crucial role and effectively induces IL-9-producing CD4^+^ cells. We further confirm that IL-4, IL-1β, or TGF-β is not sufficient to upregulate IL-9 expression at both the gene (reverse transcriptase–PCR (RT-PCR)) and protein (enzyme-linked immunosorbent assay (ELISA)) levels, whereas IL-4+IL-1β induces IL-9 expression comparable to the classic IL-4+TGF-β cocktail (Fig. 1b, c). The concentration of IL-1β at 10 ng/ml was used thereafter because it is the optimal dose for IL-9 expression in Th9^IL-4+IL-1β^ cells (Supplementary Figure 2). In addition, Th9^IL-4+IL-1β^ and Th9^IL-4+TGF-β^ cells also produce a similar level of IL-10, which has been considered as another cytokine associated with Th9 cells (Supplementary Figure 3). The intracellular staining further supported the IL-9 production in Th9^IL-4+IL-1β^ cells (Fig. 1d, e), whereas Th9^IL-4+IL-1β^ or Th9^IL-4+TGF-β^ cells produced limited IL-4, IL-5, or IL-13 (Supplementary Figure 4). Taken together, IL-4 with IL-1β is an alternative cytokine combination that efficiently induces IL-9-producing CD4^+^ cells.

**Fig. 1:**
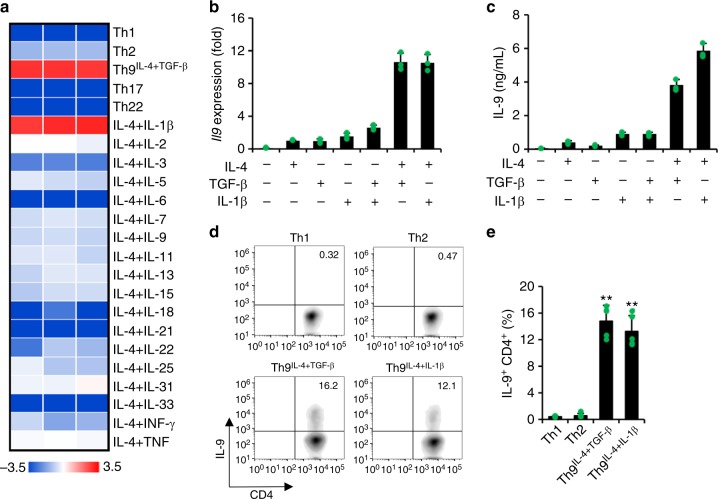
Interleukin (IL)-4 in combination with IL-1β promotes IL-9-producing CD4^+^ T cell development. Naive CD4^+^ CD62L^+^ T cells were purified from the spleens of tyrosinase-related protein-1 mice and cocultured with irradiated antigen-presenting cells under polarized conditions as detailed in the Methods section (polarized in vitro for 3 days). **a** Reverse transcriptase–PCR (RT-PCR) was performed to determine the expression of *Il9* genes. Shown is the heatmap illustrating the relative expression of *Il9* (data are log scaled) (*n* = 3). **b** RT-RCR analysis of *Il9* expression in T cells primed with different cytokines as indicated (*n* = 3). **c** IL-9 production was measured by enzyme-linked immunosorbent assay in the supernatants of differentiated T cells in vitro (*n* = 3). **d**, **e** Intracellular staining showing the percentages of IL-9-producing cells in polarized T helper type 1 (Th1), Th2, classic Th9^IL-4+ TGF-β^, and Th9^IL-4+IL-1β^ cells (*n* = 5). Representative data (**d**) and summarized results (**e**) are shown. Representative results of one from at least two repeated experiments are shown. Data are mean ± SD; **P < 0.01, compared with Th1 or Th2 cells, Student’s *t* test

The generation of Th9^IL-4+IL-1β^ cells is not limited to TRP-1-specific CD4^+^ T cells. We also used ovalbumin (OVA)-specific CD4^+^ T cells (from OT-II mice) and generated a similar IL-9-producing Th9^IL-4+IL-1β^ cells (Supplementary Figure 5). To determine in which cells, T cells and/or APCs, IL-1β signaling is required, we cocultured WT T cells and *Il1r*-deficient APCs or *Il1r*-deficient T cells and WT APCs. As shown in Supplementary Figure 6a, b, *Il1r* deficiency in T cells but not APCs abrogated IL-9 production of Th9^IL-4+IL-1β^ cells. In addition, IL-4+IL-1β is sufficient to induce IL-9 expression in naive CD4^+^ T cells stimulated with plate-bound αCD3/αCD28 mAbs (Supplementary Figure 6c, d). Finally, in mice bearing lung metastatic B16-OVA tumors, *Il1r* deficiency or CD4^+^ T cell-depletion significantly impaired the IL-9 production of leukocytes isolated from the lung tumor tissues (Supplementary Figure 7), suggesting that IL-1β also contributes to the generation of IL-9-secreting T cells in vivo.

### Th9^IL-4+IL-1β^ cells display a distinct gene signature

Next, we explored whether IL-4- and IL-1β-induced Th9^IL-4+ IL-1β^ cells represent a unique T cell subset compared with other known Th cells. We performed a microarray analysis comparing Th9^IL-4+IL-1β^ cells with Th1, Th2, classic Th9^IL-4+TGF-β^ cells, and Th9^IL-4+TGF-β+IL-1β^ cells (generated in the presence of TGF-β together with IL-4 and IL-1β, in which IL-1β serves a stimulator to further enhance the IL-9 expression from classic Th9^IL-4+TGF-β^ cells^19,20^). 

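RNA came from naive CD4+ CD62L+ T cells of the spleens of TRP-1 mice, whose transgenic T cell receptor recognizes the melanocyte protein tyrosinase-related protein-1. The cells were cultured for 3 days with irradiated antigen-presenting cells from C57BL/6 spleens depleted of T cells. The T cell receptor transgenic strain of the Methods with *Tyrp1* in its name also carries a mutation of *Rag1*, a gene needed to rearrange immunoglobulin genes. No sort of the T cells before RNA extraction is named in the Methods. Each of the 5 conditions was measured on 1 Affymetrix Mouse Gene 2.0 ST array, so there are no replicates, and a difference between conditions is a difference between 2 arrays with no replicate check and no p-value. All media except that of Th1 cells held IL-4 at 10 ng/ml and an antibody against IFN-γ at 10 µg/ml. TGF-β was added at 1 ng/ml and IL-1β at 10 ng/ml. The Th2 medium also held IL-2 at 100 U/ml, as did the Th1 medium, which held IL-12 at 5 ng/ml and an antibody against IL-4 at 10 µg/ml. The authors summarized the probes by RMA in Affymetrix Expression Console, which gives background-corrected, normalized log2 values, and these deposited values were used as they are. The table holds 41345 transcript clusters, each a group of probes for 1 transcript or gene. Their median was between 5.41 and 5.44 in the 5 arrays and the upper quartile between 7.54 and 7.65. The annotation gives 1 gene symbol for 23525 of them and several for 1810, and the others are unnamed here. Where several clusters carry the same symbol, the gene is represented by the cluster with the highest mean over the arrays, which leaves 22184 genes. The 1109 transcripts of olfactory receptors, which are not expected in T cells, give the spread of dim signals: the SD of their log2 differences between Th9 IL-4+IL-1β and classic Th9 IL-4+TGF-β cells was 0.299. The median difference of a gene list is given with its percentile among 10000 random lists of equal size and matched mean expression, as a description of these arrays. The 39 gene lists, the thresholds and the rule for the genes named were set before the data were examined, though with knowledge of the paper's values for the genes of Fig. 5, which show gene array data of the study, and of its cluster gene lists. The number of arrays limits the precision of all values.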

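*Il13*, which encodes the type 2 cytokine IL-13, had a log2 value of 11.07 in Th9 IL-4+IL-1β cells, 10.06 in Th9 IL-4+TGF-β+IL-1β cells, 8.11 in Th2 cells, 6.37 in classic Th9 IL-4+TGF-β cells and 5.76 in Th1 cells. *Il5*, the eosinophil growth factor IL-5, was at 6.39 in Th9 IL-4+IL-1β cells and between 4.67 and 5.61 in the other arrays. *Inhba*, which encodes a subunit of activin A, was at 6.79 against 5.19 to 5.77. *Jchain*, the joining chain of secreted antibodies and a plasma cell gene, was at 9.63 in Th9 IL-4+IL-1β and 9.30 in Th2 cells, 7.03 in Th1 cells, and at 4.68 and 4.89 in the arrays with TGF-β. In Th9 IL-4+IL-1β cells 985 transcripts were at least 2-fold higher, and 211 at least 2-fold lower, than in classic Th9 IL-4+TGF-β cells. Against Th2 cells 680 were higher and 121 lower, against Th9 IL-4+TGF-β+IL-1β cells 786 and 139, and against Th1 cells 1341 and 311. At least 2-fold above each of the other arrays were 144 transcripts in Th1, 114 in Th9 IL-4+IL-1β, 17 in classic Th9 IL-4+TGF-β, 11 in Th2 and 7 in Th9 IL-4+TGF-β+IL-1β cells. Of the 114, 107 are unnamed here and 7 carry 1 gene symbol. These are *Csf2*, *Gzmf*, *Hamp*, *Il13*, *Inhba*, *Pth* and the olfactory receptor gene *Olfr60*, the last named after its values were seen. Of the 144 in Th1 cells, 120 carry 1 symbol. The Euclidean distance of the Th9 IL-4+IL-1β array over all transcripts was 69.0 to Th2, 72.7 to Th9 IL-4+TGF-β+IL-1β, 81.6 to classic Th9 IL-4+TGF-β and 89.4 to Th1 cells. The classic Th9 IL-4+TGF-β and Th9 IL-4+TGF-β+IL-1β arrays were the closest pair, at 58.6. In the average-linkage tree of the arrays these joined first, then Th2, then Th9 IL-4+IL-1β, then Th1 cells. Over transcripts with 1 gene symbol, the Th9 IL-4+IL-1β array lay at 37.4 from Th2, nearer than Th2 lay to classic Th9 IL-4+TGF-β cells, 39.0. Its other distances were 39.9 to Th9 IL-4+TGF-β+IL-1β, 48.1 to classic Th9 IL-4+TGF-β and 57.5 to Th1 cells. The closest pair was at 34.3, and the arrays joined in the same order. Among transcripts with 1 gene symbol, 148 were higher and 89 lower in Th9 IL-4+IL-1β than in classic Th9 IL-4+TGF-β cells, 40 and 17 against Th2 cells, 74 and 24 against Th9 IL-4+TGF-β+IL-1β cells, and 299 and 186 against Th1 cells. Without the 5333 unnamed transcripts whose IDs lie below the first named one, an alternative added after the data were seen, 417 were higher and 134 lower than in classic Th9 IL-4+TGF-β cells, 160, 368 and 806 differed either way from Th2, Th9 IL-4+TGF-β+IL-1β and Th1 cells, and 21 were at least 2-fold above the other arrays in Th9 IL-4+IL-1β cells. What these 5333 measure, genes or controls of the platform, is not given in the sources used here. They make up 568 of the 985 and 93 of the 114 transcripts above.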

Clustering analysis indicated that Th9^IL-4+ IL-1β^ cells have a gene signature that is distinct from any other four types of Th cells (Fig. 2a). Gene clustering also identified three gene clusters (clusters 2, 4, and 6) enriched in these unique genes that are specifically upregulated in Th9^IL-4+IL-1β^ cells. These three clusters were further explored using commonality analysis^21^ and overlap among the three cell types Th2, classic Th9^IL-4+TGF-β^, and Th9^IL-4+IL-1β^ were analyzed by Venn diagrams. 

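In cluster 2, *Clec4e*, a receptor for microbial glycolipids, was at 8.01 in Th9 IL-4+IL-1β cells against 6.27 to 7.51 in the other arrays, and *Nts*, which encodes neurotensin, was at 9.80 in Th9 IL-4+IL-1β and 9.38 in Th9 IL-4+TGF-β+IL-1β cells against 7.77 in Th2 and 7.71 in classic Th9 IL-4+TGF-β cells. In cluster 4, *Prdm1*, which encodes the transcriptional repressor Blimp-1, was highest in Th1 cells at 9.33, with 8.65 in Th9 IL-4+IL-1β, 8.28 in Th2, 7.03 in Th9 IL-4+TGF-β+IL-1β and 6.95 in classic Th9 IL-4+TGF-β cells. *Traf1*, an adaptor of TNF receptors, was also in cluster 4, with 10.32 in Th1 and 10.12 in Th9 IL-4+IL-1β cells against 9.38 to 9.94. In cluster 6, genes were lowest in Th1 cells: *Gata3*, the regulator of Th2 cells, was at 6.85 there and between 10.28 and 10.50 in the others, and *Timd2*, a surface receptor, was at 5.22 there and at 8.85 in Th9 IL-4+IL-1β cells. The supplementary gene lists of clusters 2, 4 and 6 hold 4311, 3365 and 2721 different names, of which 2764, 2432 and 2190 matched a symbol on the array. Of the 2758 genes matched for cluster 2, 2061 (74.7%) were highest in Th9 IL-4+IL-1β cells, and the mean *z*-score of the cluster in that array was 1.11. In cluster 4, 1379 genes (56.7%) were highest in Th1 cells and 744 (30.6%) in Th9 IL-4+IL-1β cells. In cluster 6, 640 genes were highest in classic Th9 IL-4+TGF-β, 601 in Th9 IL-4+IL-1β, 552 in Th2 and 392 in Th9 IL-4+TGF-β+IL-1β cells, and the mean *z*-score in Th1 cells was -1.39. The genes whose highest and lowest array differed at least 2-fold numbered 149 in cluster 2, 88 in cluster 4 and 202 in cluster 6. The names of cluster 2 include 177 of immunoglobulin segments and 225 of olfactory receptors, against 3 and 91 in cluster 4, and 0 and 57 in cluster 6.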

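Genes were counted as up in an array when their *z*-score over the 5 arrays was above 0.9. The genes of cluster 2 up in both Th9 IL-4+IL-1β and Th2 cells include *Mzb1*, a chaperone of antibody-secreting cells, with 10.52 and 10.28 there and 8.07 and 8.54 in the arrays with TGF-β. *Bhlhe41*, a transcriptional repressor, had 8.32 and 8.26 against 6.56 and 6.54, and *Alpl*, an alkaline phosphatase, 9.63 and 9.45 against 7.49 and 8.27. In cluster 2, 2126 genes were up in Th9 IL-4+IL-1β cells, of which 175 were also up in Th2 and 30 in classic Th9 IL-4+TGF-β cells. In cluster 4, 764 were up in Th9 IL-4+IL-1β cells, 12 of them also in Th2 and 10 in classic Th9 IL-4+TGF-β cells. In cluster 6 the numbers were 439, 13 and 22. The 31 immunoglobulin transcripts with 1 symbol, most of them segments of the light and heavy chains, had a median of 11.25 in Th9 IL-4+IL-1β and 10.95 in Th2 cells, against 8.52 and 8.78 in the arrays with TGF-β. The counts move with the scaling. With the SD divided by the number of arrays rather than that number less 1, the Th9 IL-4+IL-1β array shared 283 genes of cluster 2 with Th2 cells and 53 with the classic array. Among genes whose arrays span at least 2-fold, it shared 30 and 0.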

We detected 304, 7, and 12 overlapping transcriptional changes between Th9^IL-4+IL-1β^ cells and Th2 cells in clusters 2, 4, and 6, respectively; whereas only 1, 1, and 3 genes in clusters 2, 4, and 6, respectively, were identified as overlapping transcriptional changes between Th9^IL-4+IL-1β^ cells and classic Th9^IL-4+TGF-β^ cells (Fig. 2b–d). 

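Genes up in Th9 IL-4+IL-1β cells and not in Th2 or classic Th9 IL-4+TGF-β cells include *Il24*, a cytokine of Th2 cells, at 9.55 in Th9 IL-4+IL-1β cells against 8.80 and 8.13. *Cth*, an enzyme of cysteine synthesis, was at 8.60 against 8.17 and 7.00, and *Tigit*, an inhibitory receptor, at 8.62 against 8.21 and 7.27. *Iglv1*, an immunoglobulin light chain segment, was among the shared genes, at 11.28 in Th9 IL-4+IL-1β, 11.27 in Th2 and 8.52 in classic Th9 IL-4+TGF-β cells. Over the 3 clusters, 3329 genes were above the threshold in Th9 IL-4+IL-1β cells, and 258 of them (7.75%) were also above it in Th2 or classic Th9 IL-4+TGF-β cells. The share was 9.55% in cluster 2, 2.88% in cluster 4 and 7.52% in cluster 6. Over all transcripts of the table it was 7.76%, over those with 1 gene symbol 7.17%, and over the olfactory receptor transcripts 7.02%. It was 12.1% with the SD divided by the number of arrays, 18.9% at a threshold of 0.7 and 18.0% among genes whose arrays span at least 2-fold.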

Of note, these overlapping genes in clusters 2, 4, and 6 only account for ~about 6% of all unique genes in Th9^IL-4+ IL-1β^ cells, suggesting that they may represent a separate T cell phenotype. Next, we analyzed global gene expression in Th9^IL-4+IL-1β^ and classic Th9^IL-4+TGF-β^ cells. Th9^IL-4+ IL-1β^ cells possess >50% differentially expressed genes compared to classic Th9^IL-4+TGF-β^ cells (Fig. 2e). 

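Besides *Jchain* and *Il13*, the genes highest in Th9 IL-4+IL-1β over classic Th9 IL-4+TGF-β cells include *Ermn*, which encodes the cytoskeletal protein ermin, with a log2 difference of 2.80, and *Hamp*, which encodes hepcidin, with 3.10. *Hamp* was at 2.79 in the classic array, below the median of the olfactory receptor transcripts there, 3.44, so the size of its difference is not exact. *Derl3*, a protein of endoplasmic reticulum quality control, had 2.05. The lowest were *Nrgn*, which encodes the calmodulin-binding protein neurogranin, at -3.11, and *Aqp3*, a water and glycerol channel, at -2.87. *Itih5* at -2.43, *Galm*, an enzyme of galactose metabolism, at -2.37, *Npas2*, a transcription factor of the circadian clock, at -2.34, and *Apol9b* at -2.26 followed after *Nt5e*. *Nipal1* was at -2.10, the magnesium channel gene *Trpm6* at -1.93, and *Tnfsf13b*, which encodes the B cell factor BAFF, at -1.92. The *z*-scores of Th9 IL-4+IL-1β and classic Th9 IL-4+TGF-β cells differed by more than 1 for 61.9% of the 41345 transcripts, and for 61.5% of those with 1 gene symbol. Fig. 2e states no cutoff for this difference. At a difference of 0.5 the share was 80.9% and at 1.5 it was 43.2%. A *z*-score sets each transcript to the same spread, whatever its size in log2 units. On the log2 scale, 2.89% of the transcripts differed at least 2-fold and 9.89% at least 1.5-fold. Among the olfactory receptor transcripts, 0.180% differed at least 2-fold.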

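*Il9* (transcript cluster 17293013) had a log2 value of 10.84 in Th9 IL-4+IL-1β cells, 8.77 in classic Th9 IL-4+TGF-β cells, 7.53 in Th2 cells and 4.49 in Th1 cells, and its highest value, 12.11, in Th9 IL-4+TGF-β+IL-1β cells. *Csf2* (transcript cluster 17262816), the gene of the growth factor GM-CSF, was at 7.53 in Th9 IL-4+IL-1β cells, 5.53 in Th1, 5.13 in Th9 IL-4+TGF-β+IL-1β, 4.54 in Th2 and 4.05 in classic Th9 IL-4+TGF-β cells. The difference between Th9 IL-4+IL-1β and classic Th9 IL-4+TGF-β cells was 2.07 for *Il9* and 3.48 for *Csf2*. A second transcript cluster annotated as *Csf2* (17249636) differed by 0.07. Compared with the Th2 medium, which lacked IL-1β and held IL-2, *Il9* was higher by 3.31 in Th9 IL-4+IL-1β cells, and by 3.33 in Th9 IL-4+TGF-β+IL-1β over classic Th9 IL-4+TGF-β cells. For *Csf2* these differences were 2.99 and 1.09. *Il21*, a cytokine of follicular helper and Th17 cells, had 2.13 and 2.65, and *Cxcl3*, a chemokine for neutrophils, 1.50 and 2.31. Of the 22184 genes, 39 were at least 2-fold higher with IL-1β in the absence of TGF-β and 28 in its presence, and 14 were higher in both. At least 2-fold lower were 17 and 25, with 6 in both, among them *Il17rb*, which encodes a receptor for IL-25, at -1.03 and -1.07. No gene moved 2-fold in opposite directions. *Csf2* and *Il9* are also expressed by mast cells and basophils, whose 13 markers had a median difference of 0.30 between Th9 IL-4+IL-1β and classic Th9 IL-4+TGF-β cells. Among these, *Mcpt8*, a basophil protease, had 0.91 and *Cpa3*, a mast cell protease, 0.67. The 13 markers did not rise with *Il9* in the comparisons with IL-1β. Their median was -0.03 between Th9 IL-4+IL-1β and Th2 cells, and -0.05 between Th9 IL-4+TGF-β+IL-1β and classic Th9 IL-4+TGF-β cells. *Mcpt8* and *Cpa3* were at 7.05 and 9.27 in Th2 cells, and at 6.85 and 8.93 in Th9 IL-4+IL-1β cells.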

Apart from increased *Il9* expression, Th9^IL-4+IL-1β^ cells also express markedly increased *Csf2* (the gene that encodes GM-CSF), which is reported to be a unique gene induced by IL-1β^22,23^. By contrast, classic Th9^IL-4+TGF-β^ cells show highly upregulated *Nt5e*, the gene specifically promoted by TGF-β^24,25^. 

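*Nt5e* (transcript cluster 17520073), which encodes the ectoenzyme CD73, had a log2 value of 9.05 in classic Th9 IL-4+TGF-β cells, 7.57 in Th9 IL-4+TGF-β+IL-1β cells, 7.03 in Th1, 6.74 in Th2 and 6.50 in Th9 IL-4+IL-1β cells. The difference between Th9 IL-4+IL-1β and classic Th9 IL-4+TGF-β cells was -2.55. Between classic Th9 IL-4+TGF-β and Th2 cells *Nt5e* was higher by 2.31 and between Th9 IL-4+TGF-β+IL-1β and Th9 IL-4+IL-1β cells by 1.07. *Aqp3* had differences of 2.36 and 1.71 in these comparisons, *Galm* 1.63 and 1.39, and *Npas2* 1.61 and 1.30. *Il9* was also higher with TGF-β, by 1.24 and 1.27. *Prdm1*, at -1.33 and -1.63, and *Ccl3*, a chemokine for monocytes and T cells, at -1.53 and -1.61, were lower with TGF-β. The plasma cell gene *Jchain* was at -4.62 and -4.74. With TGF-β, 40 genes were at least 2-fold higher and 69 lower in the absence of IL-1β, and 23 and 65 in its presence. In both comparisons 12 were higher and 36 lower, many of these segments of immunoglobulin genes.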

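Genes of the known helper subsets were compared next. Of 18 genes linked to Th9 cells, 5 were at least 1.5-fold higher in Th9 IL-4+IL-1β than in classic Th9 IL-4+TGF-β cells and 1 was lower, with a median log2 difference of 0.26 (percentile 100). Apart from *Il9*, these were led by *Ccl17*, a chemokine for CCR4, at 1.00, *Pparg*, a nuclear receptor of lipid metabolism, at 0.88, and *Etv5*, an ETS family transcription factor, at 0.69. Of 15 Th2 genes, 4 were higher and 3 lower. The Th2 cytokine genes *Il13* and *Il5* stood at 4.70 and 1.73, and the receptor genes *Il17rb* and *Ccr8* at -1.53 and -1.21. Against the mean of the other 4 arrays, the median of the Th2 genes was 0.43 (percentile 100), and 0.05 when Th1 cells are left out of that mean. Of 14 Treg genes, 4 were lower, led by the integrin gene *Itgae* and *Ctla4*, and 2 were higher, with a median of -0.49 (percentile 0.00). Of 13 genes of follicular helper T cells, 5 were higher and 2 lower, with a median of 0.29. *Il21* led these, followed by *Cd200* at 1.29 and by *Pou2af1* and *Cxcr5*, which B cells also express, at 1.15 and 0.94. The 12 markers of B cells had a median of 0.54 and the 6 of plasma cells 2.25. Of 15 Th1 genes, 5 were higher and 0 lower than in classic Th9 IL-4+TGF-β cells, among them *Hlx* at 0.74. Their median was 0.28, but -0.16 against the mean of the other 4 arrays, which turns to 0.20 when Th1 cells are left out of that mean. The 11 Th17 genes had a median of -0.06 and a mean of 0.31, and 2 of them were higher, *Il21* and *Batf*. The 11 genes of T cell identity, such as *Cd3d* and *Cd4*, had a median of -0.44 (percentile 0.00), with *Lat*, an adaptor of the T cell receptor, at -0.82. Setting all differences against that median, a scaling added after the data were seen, raises each of them by its size and takes the Th17 median to 0.37 and the Treg median to -0.056. From the higher *Il9* and *Csf2* and the lower *Nt5e*, the small overlap with Th2 and classic Th9 IL-4+TGF-β cells and the gene clusters, the paper concludes that Th9 IL-4+IL-1β cells have an identifiable transcriptional signature, which it proposes may result in unique functional properties.

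**Figure D1:**
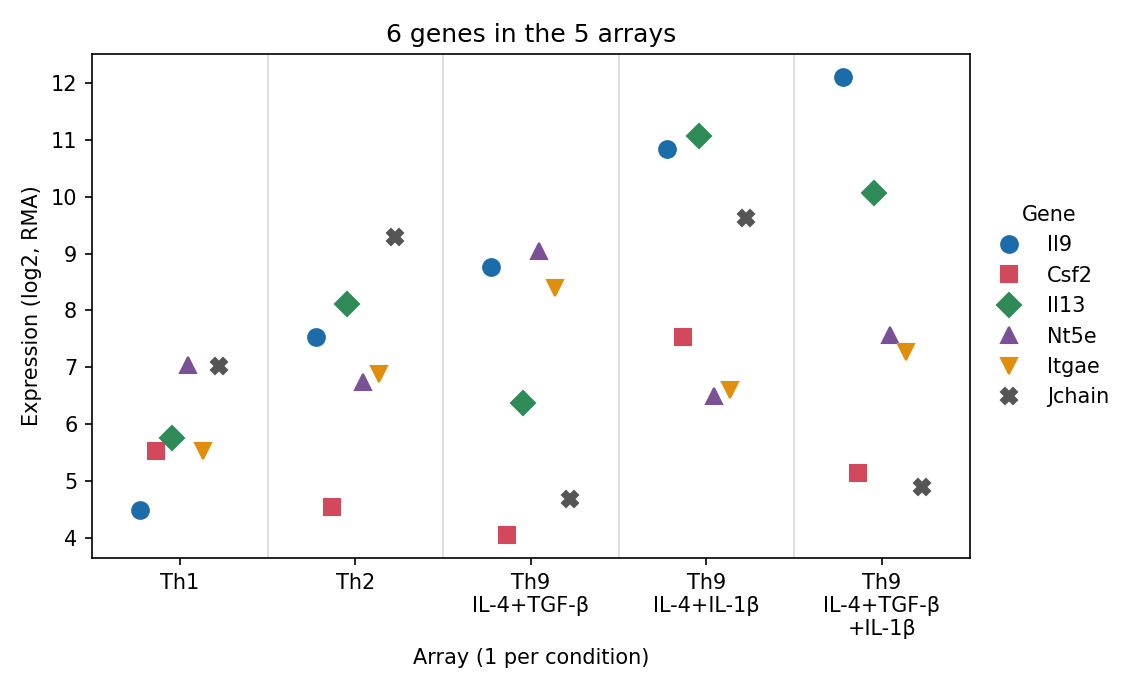
Log2 values (vertical axis) of *Il9*, *Csf2*, *Il13*, *Nt5e*, *Itgae* and *Jchain* in the 5 arrays (horizontal axis), with 1 point per array and no replicates. *Il9* runs from 4.49 in Th1 cells to 12.11 in Th9 IL-4+TGF-β+IL-1β cells, and *Jchain* lies at 4.68 and 4.89 in the arrays with TGF-β and at 7.03 or above in the others.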

Taken together, these data indicate that Th9^IL-4+IL-1β^ cells have an identifiable transcriptional signature that may result in unique functional properties.

**Fig. 2:**
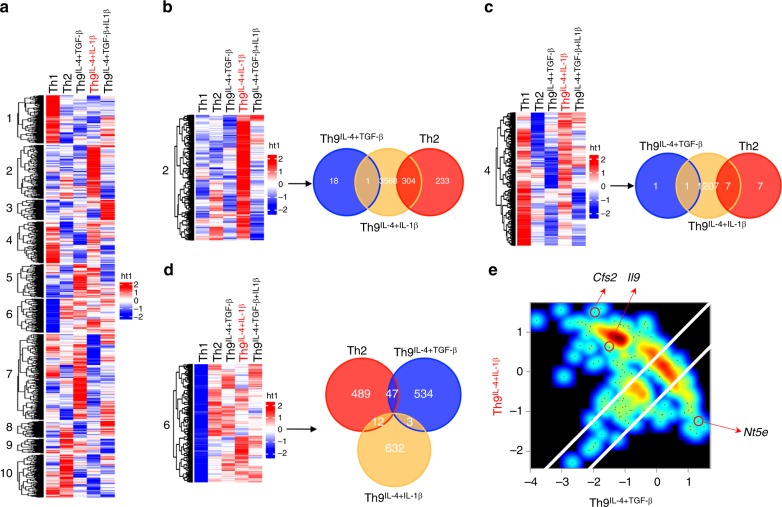
Th9^IL-4+IL-1β^ cells have an identifiable transcriptional signature. Naive CD4^+^ CD62L^+^ T cells were purified from the spleens of tyrosinase-related protein-1 mice and cocultured with irradiated antigen-presenting cells under polarized conditions for 3 days, and RNA was extracted for gene array analysis. **a** Hierarchical clustering of expression levels of 32,471 transcripts in T helper type 1 (Th1), Th2, classic Th9^IL-4+TGF-β^, Th9^IL-4+IL-1β^, and Th9^IL-4+TGF-β+IL-1β^ cells. Cut-tree algorithm divided the transcripts into 10 clusters according to the distances between them defined by average method. **b** Venn diagrams displaying the number of upregulated genes of Th2, classic Th9^IL-4+TGF-β^, and Th9^IL-4+IL-1β^ cells in cluster 2. The threshold for the upregulated genes is set as *z*-score = 0.9. **c** Venn diagrams showing the number of upregulated genes of Th2, classic Th9^IL-4+TGF-β^, and Th9^IL-4+IL-1β^ cells in cluster 4. The threshold for the upregulated genes is set as *z*-score = 0.9. **d** Venn diagrams showing the number of upregulated genes of Th2, classic Th9^IL-4+TGF-β^, and Th9^IL-4+IL-1β^ cells in cluster 6. The threshold for the upregulated genes is set as *z*-score = 0.9. **e** Specific genes upregulated or downregulated by Th9^IL-4+IL-1β^ cells versus classic Th9^IL-4+TGF-β^. Axis denotes the scaled expression levels represented by *z*-scores in the scatter plot. *Csf2* and *Il9* are uniquely upregulated (*z*-score is >1 and 0, respectively) in Th9^IL-4+IL-1β^ cells, whereas *Nt5e* is specifically upregulated in classic Th9^IL-4+TGF-β^ cells with *z*-score >1

### Th9^IL-4+IL-1β^ cell generation is independent of TGF-β signaling

Endogenously produced TGF-β may contribute to IL-9 production from Th9^IL-4+IL-1β^ cells. To explore the contribution of endogenous TGF-β signaling, we first analyzed the IL-1β and TGF-β signaling pathway signatures in these Th cells. 

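Among 38 measured genes of the IL-1 signaling pathway, the cytokine genes *Il1b* and *Il1a* were higher in Th9 IL-4+IL-1β than in classic Th9 IL-4+TGF-β cells, with log2 differences of 1.81 and 1.58. *Il1b* was at 6.24 in Th9 IL-4+IL-1β cells and *Il1a* at 6.03. *Il1r2*, the decoy receptor for IL-1, was at 8.73 in Th9 IL-4+IL-1β and 7.23 in classic Th9 IL-4+TGF-β cells, and *Nfkb2*, a subunit of NF-κB, at 10.42 and 9.79. *Peli2*, a ubiquitin ligase of the pathway, was lower, at 5.67 and 6.32. In all, 5 members were at least 1.5-fold higher, 1 was lower and 32 differed less. The median of the list was -0.02 (percentile 42.5) and its mean 0.15. Against the mean of the other 4 arrays, 4 members were higher and 0 lower, with a median of 0.01 (percentile 58.3). In the Reactome set of Interleukin-1 signaling, 4 of 35 genes were higher and 1 was lower, and the median was -0.03 (percentile 25.5). Relative to the T cell identity genes, which adds the same amount to every gene, the median of the 38 genes was 0.42. Markers of macrophages and monocytes, which also express *Il1b*, had a median of 0.03 over 18 genes, and 0.34 over the 11 of them with a mean above the median of all transcripts. Among these *Cybb*, an oxidase subunit of phagocytes, stood at 0.91, *Fcgr3*, an Fc receptor, at 0.65, and *Lyz2*, the lysozyme of macrophages, at -1.44.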

Using gene set enrichment analysis (GSEA), gene sets defined as in the IL-1-signaling pathway were imprinted in Th9^IL-4+IL-1β^ cells compared to classic Th9^IL-4+TGF-β^ cells and in all other Th cells (including Th1, Th2, and Th9^IL-4+TGF-β+IL-1β^ cells) (Fig. 3a). 

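*Itgae*, which encodes the αE chain of CD103 and is induced by TGF-β, was at 8.40 in classic Th9 IL-4+TGF-β cells, 7.27 in Th9 IL-4+TGF-β+IL-1β cells, 6.88 in Th2 cells, 6.60 in Th9 IL-4+IL-1β cells and 5.52 in Th1 cells. *Foxp3*, the regulator of Treg cells, was at 8.78 in classic Th9 IL-4+TGF-β and 7.83 in Th9 IL-4+IL-1β cells, and *Ldlrad4*, an inhibitor of TGF-β signaling, at 8.04 and 7.04. Of 13 genes induced by TGF-β, these 3 and *Nt5e* were at least 1.5-fold lower in Th9 IL-4+IL-1β cells, *Gpr15*, a homing receptor, was higher by 0.68, and 8 differed less. Among 55 components of TGF-β signaling, *Tgfbr1*, the type I receptor, was at 8.65 in classic Th9 IL-4+TGF-β and 7.52 in Th9 IL-4+IL-1β cells. *Tgfbr3* differed by -0.97, and both activin receptor genes *Acvr2a* and *Acvr2b* by -0.62. In all, 4 components were lower and 1, *Inhba*, was higher by 1.60. The median difference was -0.22 (percentile 0.30) for the induced genes and -0.13 (percentile 0.20) for the components, and these turn to 0.22 and 0.31 relative to the T cell identity genes, which adds the same amount to every gene. Against the mean of the other 4 arrays, the median was -0.07 for both lists, with percentiles of 6.72 and 2.58. It turns to 0.22 for both relative to the T cell identity genes. The Reactome set of signaling by the TGF-β receptor complex had a median of -0.02 over 61 genes (percentile 34.7), and the narrower set on receptor activation of SMADs had -0.13 over 26 genes (percentile 0.44).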

As expected, TGF-β signaling signature was markedly downregulated in Th9^IL-4+IL-1β^ cells compared to classic Th9^IL-4+TGF-β^ cells or Rest Th cells (Fig. 3b). Thus we hypothesize that TGF-β signaling is not required to produce IL-9 in Th9^IL-4+IL-1β^ cells. To test our hypothesis, we generated Th9^IL-4+IL-1β^ cells in the presence of TGF-β receptor serine kinase inhibitor (TGF-βRi). TGF-βRi treatment significantly downregulated *Il9* gene expression and IL-9 secretion in the classic Th9^IL-4+TGF-β^ cells but did not change IL-9 production in Th9^IL-4+IL-1β^ cells (Fig. 3c, d). To address the off-target potential of a chemical inhibitor, we also used anti-TGF-β antibody or CD4dnTGF-bRII mice. TGF-β neutralization abrogated IL-9 production in classic Th9^IL-4+TGF-β^ cells, while IL-9 production in Th9^IL-4+IL-1β^ cells was not affected (Fig. 3e, f). Similar results were obtained when using naive TGF-βRII^null^ CD4^+^ T cells isolated from CD4dnTGF-βRII mice. IL-9 production was markedly reduced in classic Th9^IL-4+TGF-β^ cells but not in Th9^IL-4+IL-1β^ cells generated from TGF-βRII^null^ CD4^+^ T cells (Fig. 3g, h). To exclude the possibility that IL-1β promotes the production of other TGF-β superfamily^17^ and then indirectly induces IL-9 production, we checked the activation status of Smads in Th9^IL-4+IL-1β^ cells compared to classic Th9^IL-4+TGF-β^ cells. As shown in Supplementary Figure 8, Th9^IL-4+TGF-β^ but not Th9^IL-4+ IL-1β^ cells had activated Smads, and as expected, Smad inhibitors had little impact on IL-9 production in Th9^IL-4+ IL-1β^ cells. Collectively, these results suggested that IL-4 plus IL-1β can effectively induce generation of Th9 cells without TGF-β signaling.

**Fig. 3:**
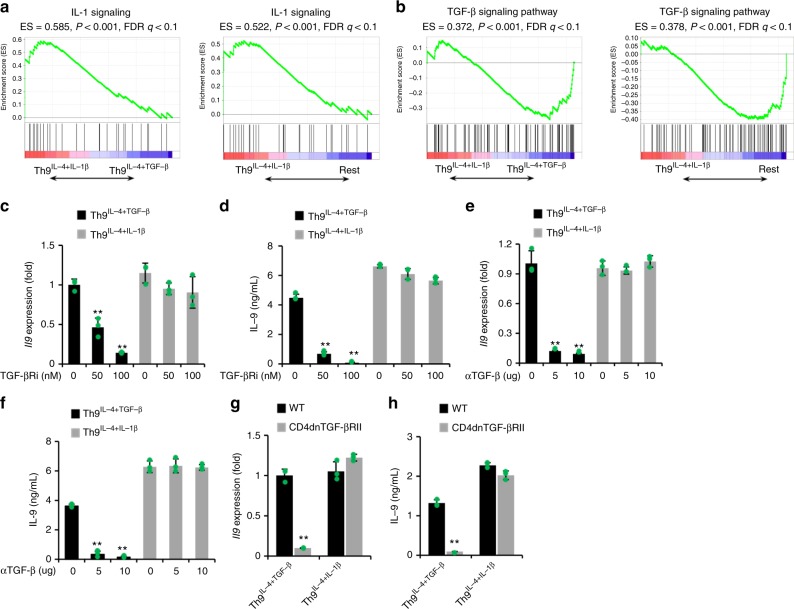
Differentiation of Th9^IL-4+IL-1β^ cells is transforming growth factor (TGF)-β independent. **a**–**f** T cells differentiation and gene array data are the same as shown in Fig. 2. **a** Gene set enrichment analysis (GSEA) of Th9^IL-4+IL-1β^ cells versus classic Th9^IL-4+TGF-β^ cells or the Rest T helper (Th) cells for interleukin (IL)-1 signaling genes. Rest Th cells contain Th1, Th2, Th9^IL-4+TGF-β^, and Th9^IL-4+TGF-β+IL-1β^ cells. **b** GSEA of Th9^IL-4+IL-1β^ versus classic Th9^IL-4+TGF-β^ cells or the Rest Th cells for TGF-β signaling genes. **c**, **d** Reverse transcriptase–PCR (RT-PCR) analysis of *Il9* transcriptional level (**c**) and enzyme-linked immunosorbent assay (ELISA) of IL-9 production in the supernatants (**d**) from TGF-βRi-treated classic Th9^IL-4+TGF-β^ cells or Th9^IL-4+IL-1β^ cells at the indicated concentrations (*n* = 3). TGF-βRi TGF-β receptor serine kinase inhibitor. **e**, **f** RT-PCR analysis of *Il9* transcriptional level (**e**) and ELISA of IL-9 production in the supernatants (**f**) from αTGF-β-treated classic Th9^IL-4+TGF-β^ cells or Th9^IL-4+IL-1β^ cells at the indicated concentrations (*n* = 3). αTGF-β TGF-β monoclonal antibody (mAb). **g**, **h** Naive CD4^+^ CD62L^+^ T cells were purified from the spleens of wild-type (WT) mice or CD4dnTGF-βRII mice and cultured with plate-bound anti-CD3 mAbs and soluble anti-CD28 mAbs under polarized conditions, as detailed in the Methods section, for 3 days. RT-PCR analysis of *Il9* transcriptional level (**g**) and ELISA of IL-9 production in the supernatants (**h**) of classic Th9^IL-4+TGF-β^ cells and Th9^IL-4+IL-1β^ cells from WT mice or CD4dnTGF-βRII mice after in vitro differentiation (*n* = 3). CD4dnTGF-βRII mice mice expressing a dominant-negative TGF-β receptor. Data are mean ± SD; **P < 0.01, Student’s *t* test. Representative results of one from two repeated experiments are shown

### NF-κB pathway is required for Th9^IL-4+IL-1β^ cell generation

It is also important to determine what signaling pathway(s) is responsible for IL-9 production from Th9^IL-4+IL-1β^ cells. We first checked *Irf1*, because it has been reported to regulate IL-9 production in Th9^IL-4+TGF-β+IL-1β^ cells^20^. However, we found no difference between IL-9 production in Th9^IL-4+IL-1β^ cells generated from naive CD4^+^ T cells isolated from WT mice or *Irf1*-knockout mice (Supplementary Figure 9). To identify the potential pathway for IL-9 induction, we performed GSEA for enriched signaling(s) in Th9^IL-4+IL-1β^ cells (674 Reactome and 186 KEGG gene sets). As shown in Fig. 4a, b for the most upregulated/downregulated pathways, it seems that The NF-κB and AKT pathways were specifically activated in Th9^IL-4+IL-1β^ cells compared with other Th cells. 

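Of 43 measured NF-κB target genes, 15 were at least 1.5-fold higher in Th9 IL-4+IL-1β than in classic Th9 IL-4+TGF-β cells, 0 were lower and 28 differed less. *Csf2*, *Cxcl3* at 2.72, *Ccl3* at 2.01 and *Il1b* led the list. The lowest was *Ltb*, which encodes lymphotoxin-β, with 9.82 in Th9 IL-4+IL-1β and 10.28 in classic Th9 IL-4+TGF-β cells. The median log2 difference was 0.40 (percentile 100), and it was 0.22 (percentile 100) against the mean of the other 4 arrays, where 9 targets were higher and 1 was lower. The median level of the targets was 9.21 in both Th9 IL-4+IL-1β and Th1 cells, so by this measure they did not stand above Th1 cells. It was 9.02 in Th2, 8.92 in Th9 IL-4+TGF-β+IL-1β and 8.74 in classic Th9 IL-4+TGF-β cells. Of 32 components of the NF-κB pathway, 3 were at least 1.5-fold higher: *Traf1* at 0.74, *Nfkb2* at 0.63 and *Nfkbia*, the inhibitor IκBα, at 0.61. The TNF receptor genes *Tnfrsf1a* and *Tnfrsf1b* were lower, at -0.68 and -0.61. The components had a median of 0.11 (percentile 99.46), and 0.01 (percentile 65.4) against the other 4 arrays, where 0 members differed by 1.5-fold. Among 34 components of the PI3K-AKT pathway, *Foxo1*, a transcription factor that AKT restrains, was lower, at 10.21 in Th9 IL-4+IL-1β and 10.81 in classic Th9 IL-4+TGF-β cells. The largest positive differences were 0.50 for *Pik3r5*, a regulatory subunit of PI3K, 0.42 for the AKT phosphatase gene *Phlpp1* and 0.40 for *Eif4ebp1*, a repressor of translation. The PI3K-AKT list had a median of 0.01 (percentile 70.7). Among Reactome sets, TRAF6 mediated NF-κB activation had a median of 0.17 over 14 genes (percentile 99.9) and RIP-mediated NF-κB activation via ZBP1 0.07 over 8 genes (percentile 86.5). TAK1 activates NFkB had -0.02 (percentile 48.3), and TRAF6 mediated induction of NFkB and MAP kinases -0.03 (percentile 22.7). PI3K AKT activation had -0.03 (percentile 41.0) and PIP3 activates AKT signaling -0.04 (percentile 28.4). PI3K events in ERBB2 signaling had a percentile of 29.4, and activated NOTCH1 signaling -0.07 (percentile 21.8). Interleukin-2 signaling had 0.12 (percentile 99.97), and Interleukin-3, 5 and GM-CSF signaling had 0.05 (percentile 96.8). Of 680 Reactome sets scanned in this comparison, 11 lay in the highest 0.5% of their random lists and 12 in the lowest 0.5%. On each side 3.4 are expected. Against the mean of the other 4 arrays, the numbers were 8 and 11. Reactome sets share genes, so these are not separate findings. Among the highest against classic Th9 IL-4+TGF-β cells were Translation (percentile 99.9), Cap-dependent Translation Initiation (99.81) and Eukaryotic Translation Initiation (99.69), each with a median of 0.04. Relative to the T cell identity genes, the medians were 0.83 for the NF-κB targets, 0.54 for the NF-κB components and 0.45 for PI3K-AKT. This scaling adds the same amount to every gene, so it does not set any of these lists apart from others. The chemokine genes of the list are also expressed by antigen-presenting cells: the 10 markers of dendritic cells had a median of 0.17, with *Flt3*, a cytokine receptor, at 1.00 and the MHC class II gene *H2-Ab1* at 0.22.

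**Figure D2:**
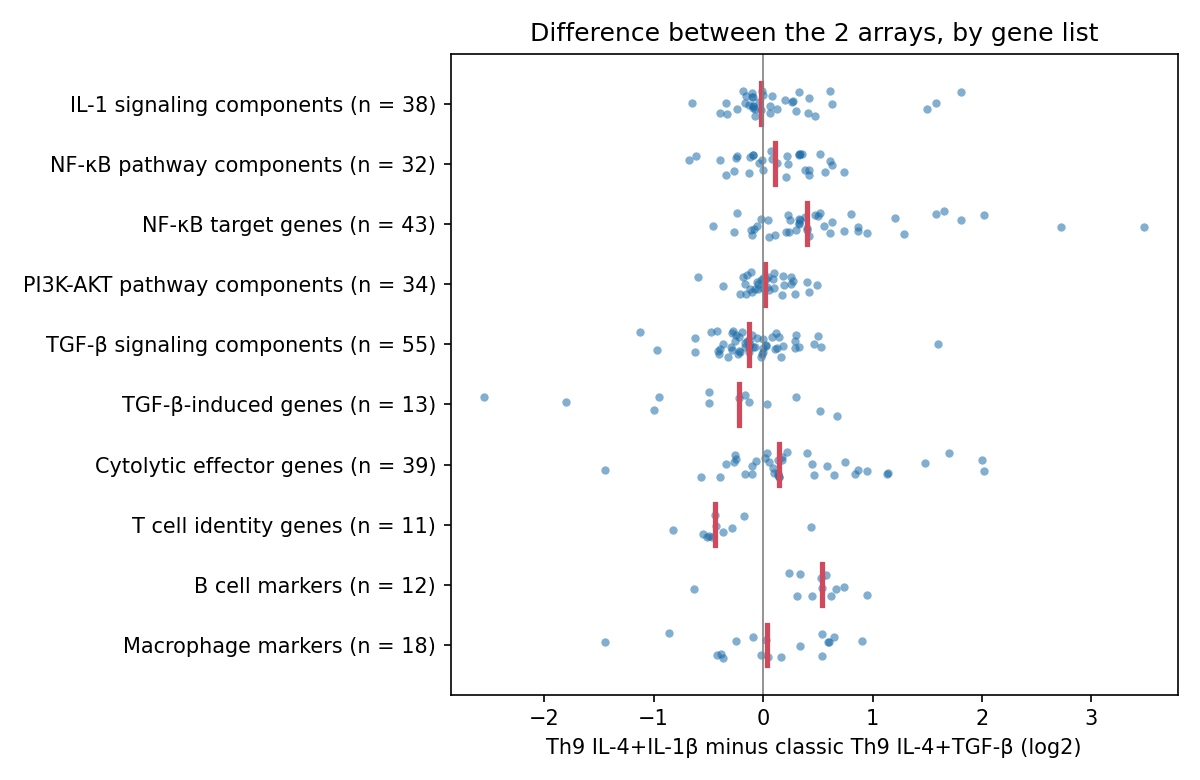
Log2 difference between Th9 IL-4+IL-1β and classic Th9 IL-4+TGF-β cells (horizontal axis) of the members of 10 gene lists (vertical axis), with 1 point per gene and a red bar at the median of each list. The median is 0.40 for the NF-κB targets and -0.44 for T cell identity, and those of the TGF-β lists, -0.13 and -0.22, turn to 0.31 and 0.22 when centred on T cell identity. This centring adds the same amount to every gene.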

Using a panel of chemicals containing 82 pathway inhibitors (Supplementary Figure 10a), only the NF-κB pathway inhibitor QNZ significantly suppressed IL-9 production of Th9^IL-4+IL-1β^ cells (Fig. 4c). We further confirmed that inhibition of IL-9 production of Th9^IL-4+IL-1β^ cells by QNZ was dose dependent (Fig. 4d, e), whereas such effect on Th9^IL-4+TGF-β^ cells was moderate in comparison to that of Th9^IL-4+IL-1β^ cells (Supplementary Figure 10b-10d). To further investigate the molecular requirement, we first used a luciferase reporter assay to examine which NF-κB family member(s) can bind and transcribe *Il9* gene. We found RelA but not other members significantly enhanced the *Il9* promoter transcriptional activity (Supplementary Figure 11a). In addition, we detected a significantly increased binding of RelA to the *Il9* promoter in Th9^IL-4+IL-1β^ cells by chromatin immunoprecipitation (ChIP) assay (Supplementary Figure 11b). Finally, knockdown of RelA by small interfering RNA (siRNA) largely reduced IL-9 production in Th9^IL-4+IL-1β^ cells (Supplementary Figure 11c). Therefore, these data suggest that activation of the NF-κB pathway is required for IL-9 production in Th9^IL-4+IL-1β^ cells.

**Fig. 4:**
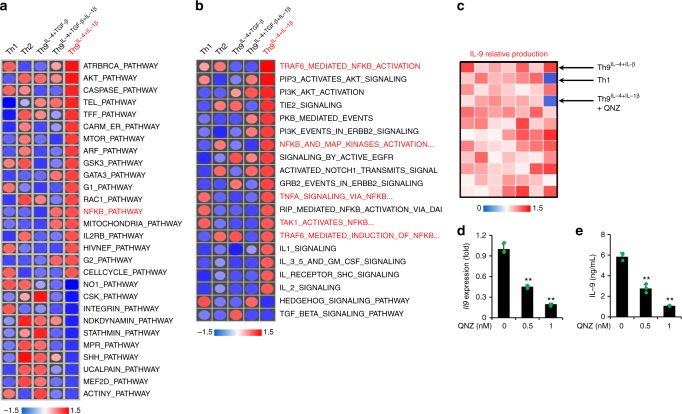
Nuclear factor (NF)-κB pathway is required for Th9^IL-4+IL-1β^ cell differentiation. T cells differentiation and gene array data are the same as shown in Fig. 2. **a**, **b** Heatmaps of enriched signaling of the most upregulated/downregulated pathways for T helper type 1 (Th1), Th2, classic Th9^IL-4+TGF-β^, Th9^IL-4+IL-1β^, and Th9^IL-4+TGF-β+IL-1β^ cells. **c** Interleukin (IL)-9 production was measured by enzyme-linked immunosorbent assay (ELISA) in the supernatants of in vitro differentiated T cells. Shown is the heatmap of IL-9 relative production in the supernatants of Th1 and Th9^IL-4+IL-1β^ cells and inhibitor-treated Th9^IL-4+IL-1β^ cells (Kinase Inhibitor library, also see Supplementary Figure 10a). **d**, **e** RT-PCR analysis of *Il9* transcriptional level (**d**) and ELISA of IL-9 production in the supernatants (**e**) of QNZ-treated Th9^IL-4+IL-1β^ cells at the indicated concentrations (*n* = 3). QNZ NF-κB pathway inhibitor. Data are mean ± SD; **P < 0.01, Student’s *t* test. Representative results from one of two repeated experiments are shown

### Th9^IL-4+IL-1β^ cells have a cytolytic effector signature

Our group has a long-term interest in using tumor-specific Th9 cells as a novel therapeutic strategy for malignancies^7,13,15,26,27^. We next investigated whether these TGF-β signaling-independent Th9^IL-4+IL-1β^ cells are also potent antitumor T cells. 

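*Ctla4*, an inhibitory receptor for CD80 and CD86, was at 9.77 in classic Th9 IL-4+TGF-β cells, 9.43 in Th9 IL-4+TGF-β+IL-1β cells and 8.57 in Th9 IL-4+IL-1β cells, close to 8.75 in Th2 cells. *Cd160*, another receptor that can inhibit T cells, was at 7.00 in classic Th9 IL-4+TGF-β and 6.24 in Th9 IL-4+IL-1β cells. *Lag3*, a receptor for MHC class II, had a difference of -0.34, and *Pdcd1*, which encodes PD-1, of -0.02, with 8.01 and 7.99. *Havcr2*, which encodes TIM-3, was higher, at 7.61 in Th9 IL-4+IL-1β and 6.70 in classic Th9 IL-4+TGF-β cells. Together with *Nt5e*, 3 of these 6 genes of Fig. 5a were at least 1.5-fold lower and 1 was higher, with a median difference of -0.55 (percentile 0.00). The list was taken from Fig. 5a, which shows gene array data of the study, so this count is not independent of that figure. Of 15 other genes of inhibitory receptors and exhaustion, 4 were higher and 2 lower. *Tigit*, at 1.35, *Cd200*, *Cd274*, which encodes PD-L1, at 0.88, and *Btla* at 0.64 were higher. The nuclear receptor gene *Nr4a3* was at 7.20 in Th9 IL-4+IL-1β and 8.88 in classic Th9 IL-4+TGF-β cells, and *Tox*, a regulator of exhausted T cells, at 6.52 and 7.12. The median of these 15 genes was 0.28 (percentile 99.96). Compared with Th2 cells, it was 0.02 in Th9 IL-4+IL-1β cells and -0.35 in classic Th9 IL-4+TGF-β cells. For the 6 genes of Fig. 5a, these medians were -0.18 and 0.38. Relative to the T cell identity genes, which adds the same amount to every gene, the genes of Fig. 5a had a median of -0.12 and the other 15 of 0.71.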

Analysis of gene array data suggests that most exhaustion/inhibition markers are downregulated in Th9^IL-4+IL-1β^ cells compared to classic Th9^IL-4+TGF-β^ cells, including *Ctla4*, *Pdcd1*, *Lag3*, and *NT5e* (Fig. 5a). In particular, Th9^IL-4+IL-1β^ cells had greater expression of *Eomes* and *Tbx21* (Fig. 5b), transcriptional factors that suggest effector cell development^28–30^, and increased expression of a *Grz* panel (*Grza*, *Grzb*, *Grzc*, *Grzd*, *Grze*, *Grzf*, *Grzg*) and *Prf1* (Fig. 5c). 

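*Tbx21*, which encodes T-bet, was at 7.88 in Th9 IL-4+IL-1β cells, 7.73 in Th2, 7.52 in Th9 IL-4+TGF-β+IL-1β and 7.22 in classic Th9 IL-4+TGF-β cells, against 10.90 in Th1 cells. *Eomes*, a related regulator of effector and memory cells, was at 8.29 in Th9 IL-4+IL-1β and 8.20 in classic Th9 IL-4+TGF-β cells, with its highest value, 8.77, in Th2 cells. *Batf* was at 9.47 and 8.84. *Gata3*, *Irf4*, *Hif1a* and *Foxo1* had differences of -0.10, -0.30, -0.31 and -0.60. Of the 7 transcription factor genes of Fig. 5b, 2 were at least 1.5-fold higher and 1 was lower. Their median was -0.10 (percentile 11.3) and their mean 0.01. The median turns to 0.33 relative to the T cell identity genes, which adds the same amount to every gene. Among effector genes, *Gzmd*, which encodes granzyme D, was at 7.42 in Th9 IL-4+IL-1β cells, 6.90 in Th2, 5.55 in Th9 IL-4+TGF-β+IL-1β and 5.43 in classic Th9 IL-4+TGF-β cells. *Gzmf* was at 5.90 in Th9 IL-4+IL-1β and 4.42 in classic Th9 IL-4+TGF-β cells, *Gzmc* at 8.26 and 7.12, and *Gzmg*, the dimmest of these, at 4.88 and 3.75. *Gzma* differed by 0.75, *Prf1*, the pore-forming perforin, by 0.84 and *Gzmb* by 0.15, while *Fasl*, the ligand of Fas, had -0.25. *Gzme* is measured only by a transcript cluster annotated with several symbols and was not used. Of the 8 genes of Fig. 5c measured, 6 were at least 1.5-fold higher and 0 lower, with a median of 0.99 (percentile 100). Compared with Th2 cells, the median of these 8 in Th9 IL-4+IL-1β cells was 0.12. Both lists were taken from Fig. 5, as was that of the inhibitory receptors. *Prf1* and *Gzma* were as high in Th2 cells, at 8.47 and 11.33, as in Th9 IL-4+IL-1β cells, at 8.33 and 11.31.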

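*Il21* was at 7.87 in Th9 IL-4+IL-1β cells, 7.79 in Th9 IL-4+TGF-β+IL-1β cells, 7.23 in Th1, 5.74 in Th2 and 5.14 in classic Th9 IL-4+TGF-β cells. *Il2*, the growth factor of activated T cells, was at 6.29 in Th9 IL-4+IL-1β and 5.09 in classic Th9 IL-4+TGF-β cells, with 5.97 in Th9 IL-4+TGF-β+IL-1β and 5.87 in Th2 cells. *Il3* was dim and differed by 0.70. *Ifng*, the cytokine of Th1 cells, was at 11.11 in Th1 cells and between 6.54 and 6.78 in the others, and *Tnf* differed by 0.05. Of the 6 cytokine genes of Fig. 5c, 4 were at least 1.5-fold higher and 0 lower than in classic Th9 IL-4+TGF-β cells, with a median of 0.95. Over a list of 32 cytokine genes, 12 were higher and 1 was lower, with a median of 0.17 (percentile 99.97) and a mean of 0.65. The lower one was *Tnfsf10*, the death ligand TRAIL, at 7.23 in Th9 IL-4+IL-1β and 8.68 in classic Th9 IL-4+TGF-β cells. Of 16 chemokine genes, 6 were higher and 0 lower, with a median of 0.40 (percentile 100). Among them, *Ccl4* was higher by 0.95 and *Ccl17* was at 9.04 in Th9 IL-4+IL-1β, 8.86 in Th9 IL-4+TGF-β+IL-1β, 8.32 in Th2 and 8.03 in classic Th9 IL-4+TGF-β cells. The medians were 0.60 for the 32 cytokines and 0.84 for the chemokines relative to the T cell identity genes, which adds the same amount to every gene.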

Enhanced expression of cytokine genes, such as *Il9*, *Il2*, and *Il21*, may also be involved in the superior antitumor functionality of Th9^IL-4+IL-1β^ cells. These observations prompted us to use GSEA to generate an enrichment plot for a cytolytic effector T cell gene signature. GSEA of the gene array data revealed that, as compared with the classic Th9^IL-4+TGF-β^ cells, the cytolytic effector T cell gene signature was significantly enriched in Th9^IL-4+IL-1β^ cells (Fig. 5d), further suggesting that Th9^IL-4+IL-1β^ cells are also potent antitumor effector T cells. Indeed, tumor-specific Th9^IL-4+IL-1β^ cells displayed significantly higher tumor-specific killing activity compared to classic Th9^IL-4+TGF-β^ and Th2 cells in the in vitro cytolytic killing assay (Fig. 5e, f and Supplementary Figure 12a).

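Of 39 measured cytolytic effector genes, 11 were at least 1.5-fold higher in Th9 IL-4+IL-1β than in classic Th9 IL-4+TGF-β cells, 1 was lower and 27 differed less. *Ccl3*, at 9.99 in Th9 IL-4+IL-1β and 7.98 in classic Th9 IL-4+TGF-β cells, *Gzmd*, *Prdm1* and *Gzmf* had the largest differences. *Ccl5*, a chemokine stored with granzymes, was higher by 0.87. *Tnfsf10* was the lower one, and *Ctsw*, a protease of cytotoxic lymphocytes, was at 8.66 in Th9 IL-4+IL-1β and 9.22 in classic Th9 IL-4+TGF-β cells. The median difference of the list was 0.14 (percentile 99.98), and 0.58 relative to the T cell identity genes, which adds the same amount to every gene. Compared with Th2 cells, the median of the list was -0.11 in Th9 IL-4+IL-1β cells and -0.27 in classic Th9 IL-4+TGF-β cells. Against the mean of the other 4 arrays, 7 genes were higher and 3 lower, with a median of 0.02 (percentile 78.0). The list was written from general knowledge and is not the published set used in Fig. 5d, and it holds all 8 measured effector genes of Fig. 5c. The cultures began with purified CD4+ T cells and antigen-presenting cells depleted of T cells. *Prdm1* is also a regulator of plasma cells, whose 6 markers had a median of 2.25. The 6 markers of CD8 T cells and NK cells had a median of 0.23 (percentile 98.3), with *Ncr1*, a receptor of NK cells, at 0.53 and *Cd8a* at 0.24.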

**Fig. 5:**
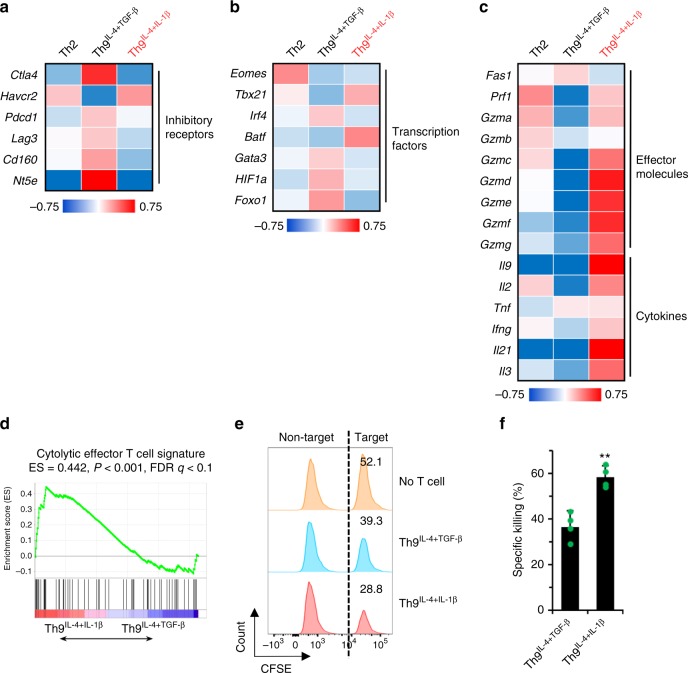
Th9^IL-4+IL-1β^ cells exhibited antitumor activity in vitro. T cells differentiation and gene array data are the same as shown in Fig. 2. **a** Heatmap illustrating the relative expression of exhaustion/inhibition markers as indicated (data are log scaled). **b** Heatmap illustrating the relative gene expression of transcription factors as indicated (data are log scaled). **c** Heatmap illustrating the relative gene expression (data are log scaled). **d** Gene set enrichment analysis of classic Th9^IL-4+TGF-β^ cells versus Th9^IL-4+IL-1β^ cells for cytolytic effector T cell signature. **e**, **f** Specific killing assay of tyrosinase-related protein-1 classic Th9^IL-4+TGF-β^ or Th9^IL-4+IL-1β^ was performed against CFSE^high^-B16 tumor cells as target cells and CFSE^low^-MC38 tumor cells as a non-target control. An E:T ratio of 10:1 was used, and specific killing was determined after 48 h of coculture. Representative data (**e**) and summarized data (**f**) are shown (*n* = 4). Data are mean ± SD; **P < 0.01, Student’s *t* test. Representative results from one of two repeated experiments are shown

### Th9^IL-4+IL-1β^ cells are potent antitumor T cells

Next, we investigated whether tumor-specific Th9^IL-4+IL-1β^ cells possess antitumor capacity in vivo. We used the TRP-1 model of adoptive immunotherapy, which reproduces the clinical challenge of targeting gp75 tumor/self-antigen in the poorly immunogenic B16 melanoma model^15^. We transferred TRP-1-specific Th2 cells or classic Th9^IL-4+TGF-β^ cells or Th9^IL-4+IL-1β^ cells into B6 mice bearing 6-day established B16 lung metastatic murine melanoma. Analyzing the lung tumor foci on 16 days after tumor inoculation suggested that Th9^IL-4+IL-1β^ cells induced robust tumor clearance compared to phosphate-buffered saline (PBS) or Th2 cell-treated groups (Fig. 6a and Supplementary Figure 12b), and Th9^IL-4+IL-1β^ cells also showed superior long-term (40 days) antitumor capacity compared to classic Th9^IL-4+TGF-β^ cells (Fig. 6b). In addition, on day 80, 70% of Th9^IL-4+IL-1β^ cell-treated mice were alive versus 30% of mice receiving the classic Th9^IL-4+TGF-β^ cells (Fig. 6c). Finally, IL-9 production from Th9^IL-4+IL-1β^ cells contributed to antitumor efficacy, since neutralization of IL-9 reduced survival of Th9^IL-4+IL-1β^ cell-treated mice (Fig. 6d). Overall, our study indicates that Th9^IL-4+IL-1β^ cells are less exhausted T cells endowed with a cytotoxic T effector gene signature that can exert a superior antitumor response compared to classic Th9^IL-4+TGF-β^ cells.

**Fig. 6:**
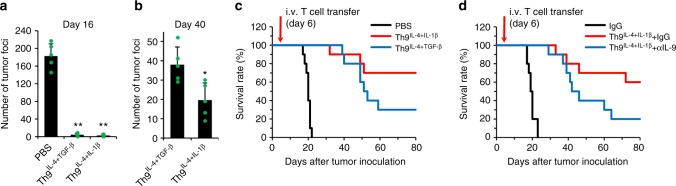
The antitumor activity of Th9^IL-4+IL-1β^ cells in vivo. C57BL/6 mice were challenged with 1 × 10^5^ B16 cells delivered intravenously. T cells were differentiated as in Fig. 2, and 1 × 10^6^ tyrosinase-related protein (TRP)-1 T cells were transferred on day 6 after tumor challenge. **a**, **b** TRP-1-specific classic Th9^IL-4+TGF-β^ cells or Th9^IL-4+IL-1β^ cells were transferred into tumor-bearing mice, tumor foci in the lung were counted on day 16 (**a**) or day 40 (**b**) after tumor inoculation (*n* = 5 mice/group). **c** The survival rate of tumor-bearing mice with the indicated treatments (*n* = 10 mice). **d** The survival rate of tumor-bearing mice with the indicated treatments (*n* = 10 mice). Control IgG or αIL-9 were injected intraperitoneally twice every week starting at 1 day before intravenous transfer of T cells. Data are mean ± SD; *P < 0.05, **P < 0.01, Student’s *t* test. Representative results from one of two repeated experiments are shown

## Discussion

IL-4 and TFG-β have long been considered as the two essential cytokines to induce Th9 cell differentiation. Although additional cytokines (e.g., type I interferon (IFN), IL-1, IL-2, and IL-25)^9,19,20,31,32^ and costimulatory signaling (e.g., OX40 and GITR)^33–35^ enhance IL-9 production and Th9 cell differentiation, the studies were performed in the context of the standard cytokine milieu containing IL-4 and TGF-β. No study has thus far investigated whether IL-4 or TGF-β is replaceable for Th9 induction. In the current study, we, for the first time, found that Th9 cell development can occur in the absence of TGF-β signaling. When TGF-β has been replaced by IL-1β, differentiation of IL-9-producing T cells can be achieved. The presence of APCs may further facilitate Th9^IL-4+IL-1β^ cell differentiation, which may be a synergistic effect of APC-induced costimulation upon IL-1β stimulation. Our study provides new insight into Th9 cell development and may be crucial to understanding the signaling pathways that regulate Th9 cell fate and functions.

Our new Th9^IL-4+IL-1β^ cells may represent a completely separate T cell phenotype compared to classic Th9^IL-4+TGF-β^ cells and other known Th subsets (Th1 and Th2 cells). This is supported by our gene array analysis of the global gene profile of Th9^IL-4+IL-1β^ cells. We distinguished 3 gene clusters with key gene features of Th9^IL-4+IL-1β^ cells, within which only ~6% of the unique genes are shared with Th2 or classic Th9^IL-4+TGF-β^ cells. When directly compared with the classic Th9^IL-4+TGF-β^ cells, the new Th9^IL-4+IL-1β^ cells display a large portion of differentially expressed genes. As expected, Th9^IL-4+IL-1β^ cells are imprinted with the IL-1 signaling pathway signature while the classic Th9^IL-4+TGF-β^ cells are enriched in the TGF-β signaling signature; this may be caused by the different priming cytokine signaling from IL-1β versus TGF-β. Our study also excluded the possibility that endogenously produced TGF-β or endogenous TGF-β superfamily member signaling in naive CD4^+^ T cells contribute to IL-9 production in Th9^IL-4+IL-1β^ cells. These studies indicate Th9^IL-4+IL-1β^ cells are phenotypically different from TGF-β-dependent classic Th9^IL-4+TGF-β^ cells.

For development of classic Th9^IL-4+TGF-β^ cells, a large number of signaling molecules has been reported to be crucial for IL-9 transcription, including those downstream of IL-4 signaling (e.g., signal transducer and activator of transcription factor 6 (STAT6) and GATA3), TGF-β signaling (e.g., PU.1, TAK1, HIF1α, and SMAD), and common signaling/transcriptional factors in T cells (e.g., IRF4, BATF, STAT5, AKT, FOXO1, NFAT, and Notch)^7,8,10,36^. Thus it appears that IL-9 production or Th9^IL-4+TGF-β^ cell differentiation is not regulated by a master transcription factor but instead by a coordinated network. Using GSEA, we identified markedly enriched NF-κB and AKT pathway signatures in Th9^IL-4+IL-1β^ cells. After adding a panel of individual inhibitors at the beginning of the Th9^IL-4+IL-1β^ cell priming, we confirmed that IL-9 production depended on NF-κB. It has been reported that a variety of immunologically relevant ligands, like IL-1 family members, TNF family members, etc., can activate NF-κB pathway^37^. Our results suggest that NF-κB family member RelA is required for IL-9 production in Th9^IL-4+ IL-1β^ cells. However, RelB/p52 has been reported to be more active than RelA/p50 for IL-9 production in Th9^IL-4+TGF-β^ cells upon OX40 costimulation^33^. This may be a result of different epigenetic changes of *Il9* gene promoter region in Th9^IL-4+IL-1β^ versus Th9^IL-4+TGF-β^ cells, which allows unique binding accessibilities for different NF-κB family members. Thus signaling through the NF-κB pathway, mainly RelA, is essential for *Il9* transcription and IL-9 production in the Th9^IL-4+ IL-1β^ cells.

Our long-term interest in Th9 cells is to explore their potential for cancer treatment^7,13,15,26,27^. Thus we investigated whether Th9^IL-4+IL-1β^ cells are also tumor killers. Interestingly, these cells display attractive antitumor effector T cell features, such as further downregulated expression of exhaustion markers and high enrichment in cytolytic effector T cell gene signatures, compared to classic Th9^IL-4+TGF-β^ cells. Direct comparisons of these two phenotypically distinct Th9 cells suggests that Th9^IL-4+IL-1β^ cells display higher tumor-specific cytotoxicity in vitro and improved tumor clearance in vivo compared to classic Th9^IL-4+TGF-β^ cells. Of note, Th9^IL-4+IL-1β^ cell-mediated therapeutic antitumor effects also require IL-9 production. Therefore, our study indicates that Th9^IL-4+IL-1β^ cells are less exhausted cytotoxic effector T cells and can exert an antitumor response superior to classic Th9^IL-4+TGF-β^ cells.

In summary, we report for the first time that TGF-β is not indispensable for Th9 cell differentiation. IL-4 plus IL-1β effectively induced IL-9 production independently of TGF-β signaling. Our study further showed that the NF-κB pathway, mainly RelA, is required for IL-9 production of Th9^IL-4+IL-1β^ cells. Noticeably, tumor-specific Th9^IL-4+IL-1β^ cells are cytolytic effectors and endowed with robust antitumor function. Therefore, our findings confirm the current understanding underlying Th9 cell differentiation and provide an avenue for a potentially more powerful weapon for cancer immunotherapy.

## Methods

### Mice

C57BL/6, B6.Cg-Tg(Cd4-TGFBR2)16Flv/J, B6.129S2-*Irf1*^*tm1Mak*^/J, B6.Cg-Tg(TcraTcrb)425Cbn/J, B6.129S7-*Il1r1*^*tm1Imx*^/J, and B6.Cg-*Rag1*^*tm1Mom*^ *Tyrp1*^*B-w*^ Tg(Tcra,Tcrb)9Rest/J mice were purchased from The Jackson Laboratory. Male and female 6–8-week-old mice were used for each animal experiment. All experiments complied with protocols approved by the Institutional Animal Care and Use Committee at the Wake Forest School of Medicine.

### Cell lines

B16 melanoma cell line was purchased from ATCC; MC-38 cell line was a gift from Dr.Patrick Hwu, MD Anderson Cancer Center. Cells were cultured in Iscove’s Modified Dulbecco’s Medium (Invitrogen) or RPMI 1640 Medium (Invitrogen) supplemented with 10% heat-inactivated fetal bovine serum (ThermoFisher Scientific), 100 U/ml penicillin-streptomycin, and 2 mM L-glutamine (both from Invitrogen).

### Reagents

TGF-β receptor serine kinase inhibitor TGF-βRi (Cat#616452) was purchased from Millipore. NF-κB inhibitor QNZ (Cat#sc-200675) was purchased from Santa Cruz Biotechnology. Smad3 inhibitor SIS3 (Cat#S7959) and Smad2 inhibitor LY2109761 (Cat#S2704) were purchased from Selleckchem. The major histocompatibility complex (MHC) class II-restricted TRP-1^106–130^ peptides (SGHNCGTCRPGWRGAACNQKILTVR) and the MHC class II-restricted OT II^323–339^ peptides (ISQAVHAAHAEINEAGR) were purchased from GenScript. Mouse IL-4-neutralizing antibody (clone 11B11), mouse IFN-γ-neutralizing antibody (clone XMG1.2), mouse IL-9-neutralizing antibody (clone 9C1), mouse CD4 depletion antibody (clone GK1.5), and TGF-β-neutralizing antibody (clone 1D11.16.8) were purchased from BioXcell. Mouse cytokine IL-1β, IL-4, IL-6, IL-12, and TNF and human IL-2 and TGF-β were purchased from R&D Systems. Chemical inhibitor Panel (Enzo, SCREEN-WELL® Kinase Inhibitor library, Cat#BML-2832-0100; also see Supplementary Figure 7a).

### In vitro Th cell differentiation

Naive CD4^+^ CD62L^+^ T cells were purified from the spleens of TRP-1 or OT II mice by isolation kit (STEMCELL Technologies, Cat#19765) according to the manufacturer’s protocol. TRP-1-specific naive CD4 T cells were cultured for 3 days with irradiated T cell-depleted splenic APCs from C57BL/6 mice in the presence of TRP-1^106-130^ peptide (5 μg/ml) or OT II^323–339^ peptides (5 μg/ml). Th1 polarized medium was supplemented with IL-2 (100 U/ml), IL-12 (5 ng/ml), and anti-IL-4 mAbs (10 μg/ml). Th2 polarized medium was supplemented with IL-2 (100 U/ml), IL-4 (10 ng/ml) and anti-IFN-γ mAbs (10 μg/ml). Th17 polarized medium was supplemented with IL-6 (30 ng/ml), TGF-β (2.5 ng/ml), and anti-IFN-γ mAbs (10 μg/ml). Th22 polarized medium was supplemented with IL-6 (10 ng/ml), TNF (5 ng/ml), and anti-IFN-γ mAbs (10 μg/ml). Th9^TGF-β+IL-4^ polarized medium was supplemented with IL-4 (10 ng/ml), TGF-β (1 ng/ml), and anti-IFN-γ mAbs (10 μg/ml). Th9^IL-4+TGF-β+IL-1β^ polarized medium was supplemented with IL-4 (10 ng/ml), TGF-β (1 ng/ml), IL-1β (10 ng/ml), and anti-IFN-γ mAbs (10 μg/ml). Th9^IL-4+IL-1β^ polarized medium was supplemented with IL-4 (10 ng/ml), IL-1β (10 ng/ml, or used at the indicated concentrations), and anti-IFN-γ mAbs (10 μg/ml). In some experiments, naive CD4^+^CD62L^+^ T cells were activated as indicated in the polarized condition with plate-bound anti-CD3 mAbs (1.5 μg/ml, clone 17A2, eBioscience) and anti-CD28 mAbs (0.75 μg/ml, clone 37.51, eBioscience). In some experiments, antibody or inhibitor was added at the beginning of the T cell cultures.

### Real-time PCR

Total RNA was extracted from cultured T cells using the RNeasy Mini Kit (Qiagen), followed by cDNA synthesis with the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). RT-PCR was conducted with SYBR Select Master Mix (Applied Biosystems). Expression was normalized to the expression of the housekeeping gene *Gapdh*. *Il9* forward: 5’-ATGTTGGTGACATACATCCTTGC-3’, *Il9* reverse: 5’-TGACGGTGGATCATCCTTCAG-3’; *Irf1* forward: 5’-AGGCATCCTTGTTGATGTCC-3’, *Irf1* reverse: 5’-AATTCCAACCAAATCCCAGG-3’; and *Gapdh* forward: 5’-TTGATGGCAACAATCTCCAC-3’, *Gapdh* reverse: 5’-CGTCCCGTAGACAAAATGGT-3’.

### Flow cytometry

After culture for 3 days, differentiated Th cells were restimulated for 5 h with TRP-1 peptide-loaded APC or phorbol myristate acetate (50 ng/ml; Sigma-Aldrich) and ionomycin (500 ng/ml; Sigma-Aldrich) in the presence of a protein transport inhibitor (GolgiPlug, BD Biosciences). Then cell surface markers were stained in flow cytometry staining buffer for 30 min on ice after Fc blocking, followed by staining for intracellular cytokines with the BD Fixation/Permeabilization Solution Kit. The results were analyzed using a fluorescence-activated cell sorter (FACS) Fortessa flow cytometer. αCD4 (clone RM4-4, 1:100), αIL-9 (clone RM9A4, 1:100), αIL-4 (clone 11B11, 1:100), and αIL-10 (clone JES5-16E3, 1:100) were from BioLegend; αIL-13 (clone eBio13A, 1:100) from ThermoFisher; αp-Smad-3 (clone O72-670, 1:50) from BD; and αp-Smad-5 (clone 41D10, 1:800) from CST.

### Enzyme-linked immunosorbent assay

After 72 h of polarization, cell culture supernatants were tested by ELISA for mouse IL-9 (ThermoFisher) or IL-10 (ThermoFisher) or IL-5 (ThermoFisher) according to the manufacturer’s protocol.

### RNA interference of RelA

siRNA targeting RelA and non-specific siRNA were purchased from ThermoFisher and transfected into T cells by Lipofectamine RNAiMAX Transfection Reagent (ThermoFisher)^38^.

### Luciferase reporter assay

Mouse *Il9* promoter (from −895 to +5) was subcloned into **pGL4.10** basic vector (Promega). 293T cells were transiently transfected 24 h with reporter plasmids along with expression vectors^15^ for RelA, RelB, c-Rel, p50, and p52 or control vector by Lipofectamine 2000 (Invitrogen). Luciferase was measured with the Dual-Luciferase Reporter Assay System according to the manufacturer’s instructions (Promega).

### ChIP assay

SimpleChIP Plus Enzymatic Chromatin IP kits (Cell Signaling Technology) were used for ChIP assays according to the manufacturer’s protocol. For the ChIPn, anti-RelA and isotype-matched control antibody were purchased from Cell Signaling and used at a 1:50 dilution. The DNAs were analyzed by RT-PCR with the following primer set surrounding the RelA-binding site at the *Il9* promoter region. ChIP primers: Forward: 5’-GCACTGGGTATCAGTTTGATG-3’, Reverse: 5’-CTCAGTCTACCAGCATCTTCC-3’. Values were subtracted from the amount of IgG control and were normalized to the corresponding input control.

### Fractionation of the lung

C57BL/6 WT mice or *Il1r* KO mice were challenged with 1 × 10^5^ B16-OVA melanoma cells. Mice were intraperitoneally (i.p.) given control IgG or αCD4-depletion mAbs (clone GK1.5, 200 μg/mice) on days 8 and 11 and then sacrificed on day 14. Lung tumor tissues were digested with 1 mg/ml of collagenase D (Roche) for 30 min at 37 °C and then with 0.01 mM EDTA (Sigma-Aldrich) for 5 min, to prevent aggregates. The cells were collected using Ficoll (GE Healthcare) density gradient centrifugation and the middle section of the gradient was enriched for leukocytes.

### In vitro cytotoxicity assay

B16 target cells for TRP-1 CD4^+^ T cells were labeled with 5 µM carboxyfluorescein succinimidyl ester (CFSE), whereas MC38 nontarget cells were labeled with 0.25 µM CFSE as the control. B16 target (CFSE^high^) or MC38 nontarget (CFSE^low^) cells were incubated with PBS control, TRP-1-specific Th2 cells, TRP-1-specific classic Th9^IL-4+TGF-β^ cells, or TRP-1-specific Th9^IL-4+IL-1β^ cells. An E:T ratio of 10:1 was used, and specific killing was determined after 48 h of coculture. After coculture, CFSE^+^ cells from each target and control well were mixed and analyzed by FACS. The percentage of specific lysis was calculated as follows: (1 − *R* × M2/M1) × 100, where M1 = non-target events, M2 = target events, and R = M1 in untreated group/M2 in untreated group.

### Tumor model and adoptive transfer

To establish the 6-day established murine lung metastatic B16 melanoma model, mice were injected intravenously (i.v.) with 1 × 10^5^ B16 tumor cells. For adoptive transfer experiments, mice were injected i.v. with 1 × 10^6^ TRP-1-specific Th2, Th9^IL-4+TGF-β^, or Th9^IL-4+IL-1β^ cells 6 days after tumor cell inoculation. Control IgG or α-IL-9 were injected i.p. twice every week starting at 1 day before i.v. transfer of T cells. At days 16 or 40 after tumor inoculation, mice were sacrificed for measurement of metastatic lung foci. All lung lobes were evaluated under a tissue-dissecting microscope.

Mice were euthanized by using CO_2_ asphyxiation and followed by cervical dislocation if any of the following symptoms appear: (1) weight loss of ≥20% of baseline body weight; (2) mice display significant lameness and disability in moving.

### Microarray analysis

Total RNA was extracted with the RNeasy Mini Kit (Qiagen) from 3-day cultured Th1, Th2, classic Th9^IL-4+TGF-β^, Th9^IL-4+IL-1β^, and Th9^IL-4+TGF-β+IL-1β^ cells. RNA samples were sent to the Case Western Reserve University Genomic Core for quality evaluation using an Agilent Bioanalyzer. Samples with intact 18S and 28S ribosomal RNA bands with RNA integrity number >8.5 were processed for microarray analysis performed with a Mouse Gene 2.0 ST Kit at the Case Western Reserve University Genomic Core. GSEA was implemented using newly generated gene expression profiles of the five cell types and downloaded GSEA software (gsea-v3.0, http://software.broadinstitute.org/gsea/downloads.jsp). *P* values were calculated with Kolmogorov–Smirnov test (threshold = 0.01). The false discovery rate, *q* value, is the estimated probability that a gene set with a given NES represents a false positive finding. The threshold for *q* value in GSEA is 0.25. Gene sets for the mature effector were derived from a publicly available study of the genes differentially expressed by more than two-fold in quaternary versus primary cells^39^.

### Venn diagram analysis based on Cut-tree algorithm

To compare our Th9^IL-4+IL-1β^ cells with other cells, including known Th9 (Th9^IL-4+TGF-β^), and another Th9 cell induced by three molecules (Th9^IL-4+TGF-β+IL-1β^), and Th1 and Th2 cells, we utilized un-supervised hierarchical clustering^39^ to cluster all genes in the microarray data into 10 clusters. Clusters 1–10 were identified by Cut-tree algorithm using the same distance method of average as hierarchical clustering^39^. Clusters 2, 4, and 6 showing Th9^IL-4+IL-1β^-specific genes (for gene lists, see Supplementary data 1, 2, 3) were taken for commonality analysis by Venn graph^21^. The overlaps among the three cell types Th2, classic Th9^IL-4+TGF-β^, and Th9^IL-4+IL-1β^ were analyzed by Venn diagram. The threshold for the upregulated genes for clusters 2, 4, and 6 is *z*-score = 0.9, where *z*-score is the scaled value of each gene across the 5 cell types. Hierarchical clustering was analyzed by complexheatmap using R and Venn diagram analysis was implemented by VennDiagram in R (https://www.r-project.org/).

### Statistical analyses

For statistical analysis, Student’s *t* test was used. A *P* value <0.05 was considered statistically significant. Results are presented as mean ± standard deviations (SD).

### Reporting Summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Source Data

## Data Availability

The microarray data reported in this paper are deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE123624. The data for the bar charts and graphs are available in the Source Data file. The other data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: IL-4 together with IL-1β induces antitumor Th9 cell differentiation in the absence of TGF-β signaling
**Source:** Nat Commun. 2019 Mar 26;10:1376. doi: 10.1038/s41467-019-09401-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Gene list of cluster 2 in Fig. 2

File Name: Supplementary Data 2

Description: Gene list of cluster 4 in Fig. 2

File Name: Supplementary Data 3

Description: Gene list of cluster 6 in Fig. 2

How the deposited data were processed for this re-analysis (not part of the article)

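RNA of Th1, Th2, classic Th9 IL-4+TGF-β, Th9 IL-4+IL-1β and Th9 IL-4+TGF-β+IL-1β cells, cultured for 3 days, was measured on Affymetrix Mouse Gene 2.0 ST arrays, with 1 array per condition and 5 arrays in all. The conditions were taken from the sample labels and the culture conditions of the Methods. The authors summarized the probes of each transcript cluster by RMA in Affymetrix Expression Console, which corrects for background and normalizes the arrays, and deposited the result as log2 values. The versions of both programs are not given in the sources used here. The values were used as deposited, without a further transformation. None of the 41345 transcript clusters had a missing value. Array medians were 5.41, 5.43, 5.43, 5.44 and 5.44 in the order of the conditions above. The raw intensity files were not analysed here. Since each condition has 1 array, no test and no p-value was computed. Values, differences of log2 values, counts and percentiles are given, and the number of arrays limits their precision.

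Transcript clusters were named from the platform annotation only where it gives 1 gene symbol, which holds for 23525 of them. A further 1810 carry several symbols, and the rest are unnamed here. The Entrez IDs of 23329 of the named clusters were found in the RefSeq table, 0 of them with another symbol. A gene with several clusters is represented by the one with the highest mean log2 value, which gives 22184 genes. Among the unnamed clusters, 5333 have IDs below the first named one.

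Transcripts were counted as higher or lower at a difference of 1 on the log2 scale (2-fold), for each pair of arrays, and as highest or lowest in an array when they lay at least 2-fold beyond each of the other arrays. Arrays were compared by Euclidean distance, correlation across transcripts and an average-linkage tree. *Z*-scores were computed for each transcript over the 5 arrays with the SD of n less 1. Genes of clusters 2, 4 and 6 were taken from Supplementary Data 1 to 3, matched by symbol or synonym, and counted as up above a *z*-score of 0.9, the threshold of the Methods. The same overlap was computed for 200000 simulated transcripts with 5 independent normal values each. For Fig. 2e, which states no cutoff, a difference of *z*-scores above 1 was counted.

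For 39 gene lists, the median log2 difference was taken between Th9 IL-4+IL-1β and classic Th9 IL-4+TGF-β cells, and between Th9 IL-4+IL-1β cells and the mean of the other 4 arrays. Each median was placed among those of 10000 random lists of equal size, matched in 20 bins of mean expression, with a fixed seed. List members were counted as higher or lower at 1.5-fold. Reactome sets for mouse were those supplied with fgsea 1.28.0, matched by Entrez ID, and sets with 15 to 200 measured genes were scanned. The gene sets of the study's own GSEA, including the KEGG sets and the published effector signature, were not used here. The effect of IL-1β was taken as the difference between Th9 IL-4+IL-1β and Th2 cells without TGF-β and between Th9 IL-4+TGF-β+IL-1β and classic Th9 IL-4+TGF-β cells with it, and that of TGF-β likewise. The Th2 medium also held IL-2. The 1109 olfactory receptor transcripts served as the measure of dim signals.

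Genes named in the text are those the paper names for the arrays, the 2 to 4 members of a list with the largest differences in either direction, the 20 genes highest and the 10 lowest in Th9 IL-4+IL-1β over classic Th9 IL-4+TGF-β cells, and the 10 most above the other 4 arrays. Gene models and segments of antigen receptor genes are excluded from these rankings, as are genes that, in the higher of these 2 arrays, lie below the median of all values (for the 10 most above the other 4, in Th9 IL-4+IL-1β). The paper's values for the genes of Fig. 5 and its cluster gene lists had been seen before this rule was written.

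The alternatives were centring on the median or the 75th percentile, a second quantile normalization, log2(value + 16), only transcripts with a mean above the median, only those with 1 symbol, other thresholds, other distances, the SD of n, genes as the mean over their transcript clusters, means in place of medians, unmatched random lists, and the mean of the other arrays without each of them in turn. Added after the data were seen were the counts without immunoglobulin, B cell and plasma cell transcripts, the counts without the unnamed low-ID transcripts, and centring on the T cell identity genes.

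The procedures were tested on simulated data of 41345 transcripts with a noise SD of 0.2. All of 200 transcripts raised or lowered 4-fold were counted (100%), and 20 unchanged ones were counted as well. Of 200 random lists with no shift, 4.5% fell below the percentile 2.5 or above 97.5, and a list shifted by 0.3 reached the percentile 100. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.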

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

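The tests on the unnamed transcripts were chosen after their values had been seen. The genes here are outside those the paper discusses for the arrays (its introduction names activin A, of which *Inhba* encodes a subunit) and had a signal in Th9 IL-4+IL-1β cells above each of the other 4 arrays. *Pth*, which encodes parathyroid hormone, lay 1.56 (log2) above the highest of the other arrays. *Hamp*, which encodes hepcidin, lay 1.54 above, at 5.88 against 4.34 in Th9 IL-4+TGF-β+IL-1β cells. Other arrays were near background for both: the olfactory receptor transcripts had medians of 3.35 to 3.45, *Pth* was at 3.11 to 3.92 in the other 4 arrays, and *Hamp* at 2.78 to 3.11 in Th1, Th2 and classic Th9 IL-4+TGF-β cells, so the sizes of these differences are not exact. *Inhba* lay 1.02 above and *Il13* 1.01 above. On other members of the TGF-β family, the paper reports that Smads were not activated in Th9 IL-4+IL-1β cells. It also reports that inhibiting Smads changed their IL-9 little.

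Of the 5333 unnamed transcripts whose IDs lie below the first named one, 93 were at least 2-fold higher in the Th9 IL-4+IL-1β array than in each of the other 4. Noise of dim transcripts is argued against by the 2200 with a mean above the median of all transcripts, whose median difference from classic Th9 IL-4+TGF-β cells was 0.26, close to 0.28 in the dimmer ones. A shift of the whole array is argued against by random lists of named transcripts matched on level, whose highest median among 1000 was -0.026, where the unnamed ones had 0.27. In the Th9 IL-4+IL-1β array 46.6% of them were highest, against 8.91% to 16.1% in the others, so the RNA or hybridisation of this array and the condition cannot be told apart with 1 array per condition. No biological explanation was tested, since these transcripts carry no gene name here, and whether they measure genes or are controls of the platform is not given in the sources used here.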

How the results depend on the processing

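Alternatives that leave out the unnamed low-ID transcripts or centre on the T cell identity genes, and their values, were chosen after the data were seen. No paired analysis was possible because there is 1 array per condition, and signal near background limits the counts of 2-fold differences. Counts at least 2-fold higher and lower than in classic Th9 IL-4+TGF-β cells, then either way against Th2, Th9 IL-4+TGF-β+IL-1β and Th1 cells, moved from 985, 211, 801, 925 and 1652 to 438, 70, 196, 360 and 828 with log2(value + 16). They were 463, 101, 208, 399 and 928 among transcripts with a mean above the median, and 148, 89, 57, 98 and 485 among those with 1 gene symbol. At 1.5-fold they were 2758, 1329, 3123, 3265 and 4867, and without the low-ID transcripts 417, 134, 160, 368 and 806. Fewer transcripts or another fold threshold change these counts by construction. Transcripts at least 2-fold above the other arrays in Th9 IL-4+IL-1β cells numbered 15 with a mean above the median, 627 at 1.5-fold and 21 without the low-ID transcripts. The share of higher calls was 82.4%, against 62.4% with 1 symbol and 67.5% at 1.5-fold, and within 10 points of it elsewhere. The share above a *z*-score of 0.9 was 14.6% at 1.2 and 46.9% at a range of at least 2-fold. The share differing from classic Th9 IL-4+TGF-β cells was 2.89% at 2-fold, 9.89% at 1.5-fold, 80.9% and 43.2% at *z*-score differences of 0.5 and 1.5, and 61.2% with a mean above the median. Overlaps with Th2 cells in clusters 2, 4 and 6 were 283, 23 and 42 with the SD of n, and 421, 45 and 110 at a threshold of 0.7. Those with classic Th9 IL-4+TGF-β were 53, 16 and 42, and 98, 33 and 92. Counting transcripts, the overlap with Th2 cells in cluster 6 was 6, and those with classic Th9 IL-4+TGF-β were 9, 3 and 8. At a range of at least 2-fold they were 30, 1 and 0 with Th2 cells, and 0, 0 and 0 with classic Th9 IL-4+TGF-β. The percentage shared was 12.1, 18.9, 5.81 and 18.0 in these settings. Centred on the T cell identity genes, the difference was 2.50 for *Il9*, 3.92 for *Csf2* and -2.12 for *Nt5e*, and with log2(value + 16) *Csf2* had 2.63. The same centring gave medians against classic Th9 IL-4+TGF-β of 0.42 for IL-1 signaling, 0.31 and 0.22 for TGF-β components and TGF-β-induced genes (both reversed), 0.54 and 0.83 for NF-κB components and targets, 0.45 for PI3K-AKT, 0.58 for cytolytic genes and -0.12 for the inhibitory receptors of Fig. 5a. It also reversed naive and memory genes (0.21) and cell cycle genes (0.32). Against the other 4 arrays it reversed Th1 (0.14), Treg (0.15), naive and memory (0.16), interferon-stimulated (0.12) and cholesterol genes (0.22). This centring adds the same amount to every gene of a comparison, so medians a little below 0 turn by construction, and their place among random lists stays. A reversal is counted where the median lay outside the central 95% of its random lists. Medians inside it also turned above 0 with this centring: against classic Th9 IL-4+TGF-β, IL-1 signaling, the transcription factors of Fig. 5b, Th17, glycolysis, neutrophil, and erythroid and platelet genes, and against the other 4 arrays both TGF-β lists, cell cycle, glycolysis, neutrophil, and erythroid and platelet genes. Against the other arrays, too, leaving out Th1 cells reversed Th1 (0.20), interferon-stimulated (0.088) and macrophage genes (-0.056), Treg genes reversed by the mean (0.010) and without classic Th9 IL-4+TGF-β (0.0086), cytokines among bright members (-0.0096), and ribosome biogenesis (-0.016) and mitochondrially encoded genes (-0.020) when centred on the 75th percentile. For the differences with IL-1β the correlation across genes was 0.19, and 0.40 among bright genes with 9 higher in both, and for TGF-β 0.33 and 0.57. Apart from the counts, where the construction shows it, the cause was not tested. The threshold for a move, 0.299, is the spread of single dim transcripts and exceeds many list medians, such as 0.14 for the cytolytic genes. Against classic Th9 IL-4+TGF-β, centring took the median difference of all transcripts from -0.007 to -0.015 (median) or -0.085 (75th percentile). Such shifts could not pass that threshold, so the counts that follow are a coarse check. Of 700 planned values of list medians, 685 neither moved by 0.299 or more nor reversed, 7 moved and 8 reversed, and the 48 of the Reactome sets did neither. The 7 were macrophage genes against classic Th9 IL-4+TGF-β among bright members (0.34), the means of cytokines (0.65, and 0.51 against the other arrays) and Th17 genes (0.31), and, against the other arrays, Th2 genes without Th1 cells (0.05) and plasma cell genes without Th2 (1.76) or classic Th9 IL-4+TGF-β cells (1.07). For 2 list comparisons too few members were bright and no value was run. The number of arrays nearer to Th9 IL-4+IL-1β than classic Th9 IL-4+TGF-β was 2 under all distances run.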

Differences from the paper's values

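For the gene clusters, the paper counts 304 genes shared by Th9 IL-4+IL-1β and Th2 cells in cluster 2, where 175 were found here at the same *z*-score threshold. Of the alternatives set before the data were examined, the SD of n (283) and a threshold of 0.7 (421) bring the values within 1.5 times of each other, while counting transcripts (162) and a range of at least 2-fold (30) do not. In cluster 4 the paper's count is 7 and the one here 12, and none of the alternatives closes the gap, with 23, 45, 11 and 1 in the same order. For the overlap with the classic Th9 IL-4+TGF-β array, the paper's counts are 1, 1 and 3 in clusters 2, 4 and 6, and those here 30, 10 and 22. With the SD of n the counts were 53, 16 and 42, at a threshold of 0.7 they were 98, 33 and 92, and counting transcripts 9, 3 and 8, none of them within 1.5 times of the paper's. At a range of at least 2-fold they were 0, 0 and 0. A count of 0 cannot come within 1.5 times of another count, so this alternative cannot decide whether the gaps close. The counts here rest on the gene names of the supplementary lists that match the array, 64.1%, 72.3% and 80.5% of them. In cluster 6, the paper counts 12 genes shared with Th2 cells and 13 were found here. The paper's shared percentage of about 6 stands beside 7.75, or 5.81 when transcripts are counted.

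The paper states that the 3 clusters hold genes upregulated in Th9 IL-4+IL-1β cells. That array was highest for 74.7% of the genes of cluster 2. It was highest for 30.6% of those of cluster 4, where Th1 cells led with 56.7%, and for 27.4% of those of cluster 6, where classic Th9 IL-4+TGF-β cells led with 29.2%. Fig. 2a of the paper holds 32471 transcripts, and 41345 were used here, with no filter named in the text of the paper. The horizontal axis of the paper's scatter plot runs down to about -4 in Fig. 2e, read by eye, whereas a *z*-score over 5 arrays cannot fall below -1.79 with the SD of n less 1, or -2 with that of n. The paper finds the IL-1 signaling genes enriched in Th9 IL-4+IL-1β cells by GSEA, with gene sets that were not used here. A list median is another measure than GSEA. Against classic Th9 IL-4+TGF-β cells, the list medians here were -0.02 and, for Reactome, -0.03. *Il1a* and *Il1b*, at 1.58 and 1.81, the list mean, 0.15, and the mean of the Reactome set, 0.16, go the paper's way, and the list median over averaged transcript clusters was 0.0088. Centring on the T cell identity genes, a scaling chosen after the values were seen, takes the list median to 0.42, but adds the same amount to every gene and so does not set this list apart from others. The paper proposes, also from GSEA, that AKT signaling is activated compared with the other Th cells. The median of the PI3K-AKT list was 0.02 (percentile 66.2) against the other 4 arrays. Against classic Th9 IL-4+TGF-β cells it was 0.01, which the same addition takes to 0.45. The paper lists *Pdcd1* among lower genes and *Eomes* among higher ones, and the differences here were -0.02 and 0.09.

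The paper's own markers went the same way here, with *Il9* at 2.07, *Csf2* at 3.48 and *Nt5e* at -2.55. The medians of the NF-κB targets, 0.40, the cytolytic genes, 0.14, and the TGF-β lists, -0.13 and -0.22, also went its way, though the TGF-β lists turn to 0.31 and 0.22 with the centring above, which adds the same amount to every gene. For 27 genes of Fig. 5, the differences computed from the paper's source data and from the arrays had the same sign. The paper's figures show data of these same arrays, so the shared directions are no independent check.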

Other observations

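All tests on the immunoglobulin transcripts and the *z*-scores were chosen after those values had been seen, while that on carried-over cells was chosen before. Several gene groups that the paper does not discuss had medians, between Th9 IL-4+IL-1β and classic Th9 IL-4+TGF-β cells, that differed from those of random lists, though few members reached 1.5-fold. At that threshold 0 of 28 cell cycle genes and 0 of 10 naive and memory genes differed. Of 24 interferon-stimulated genes, 2 were higher and 1 was lower. Genes of the amino acid response driven by ATF4 had a median difference of 0.26 (percentile 100), with 4 of 24 at least 1.5-fold higher and 0 lower. *Cth*, of cysteine synthesis, was at 8.60 and 7.00, the cystine transporter gene *Slc7a11* at 6.20 and 4.91, and *Asns*, asparagine synthetase, at 10.08 and 9.15. Ribosome biogenesis genes had a median of 0.13 (percentile 99.97), with 27 of 29 above 0 and *Polr1a* at 0.39, but 0 of them reached 1.5-fold. Interferon-stimulated genes had 0.19 (percentile 99.93), with *Isg15* at 0.70 and *Bst2* at 0.66, and -0.17 against the other 4 arrays, which turns to 0.088 without Th1 cells. Cell cycle genes had -0.11 (percentile 1.05), which turns to 0.32 relative to the T cell identity genes, with *Mcm2* at -0.33 and *Ccnd2* at 0.32. Genes of naive and memory T cells had -0.22, which turns to 0.21, with *Klf2* at -0.55 and *Id3* at -0.42. Glycolysis genes had -0.07 and 0.37 in these scalings, cholesterol synthesis genes 0.00 and 0.44, heat shock genes 0.06 and 0.50, and mitochondrially encoded genes 0.08 and 0.51. The 4 sex-linked genes had 0.08, with *Xist* at 8.75 in Th9 IL-4+IL-1β, 8.63 in Th2 and 7.71 in classic Th9 IL-4+TGF-β cells, and *Kdm5d* between 7.47 and 7.61 in all 5 arrays. Neutrophil markers had -0.17 (0.27 relative to T cell identity) and erythroid and platelet markers -0.08 (0.36).

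In Th9 IL-4+IL-1β cells *Il13* was 2.95 above Th2 cells, *Il5* was at 6.39 against 5.12, and *Il4* at 7.47 against 6.98, a difference under 1.5-fold, and the alarmin receptor gene *Il17rb* was lower, at 6.76 against 7.79. For protein, a different measure, the paper reports that these cells made limited IL-4, IL-5 or IL-13 (Supplementary Figure 4). With IL-1β, *Il13* was higher both without TGF-β and with it (3.69), and it was lower with TGF-β, at -1.74 and -1.01. Of the 56 genes at least 2-fold apart with IL-1β in the absence of TGF-β, 45 differed in the same direction in its presence. For TGF-β, 103 of 109 did. In the scan of Reactome sets, the lowest median was that of Generation of second messenger molecules, at -0.27. The supplementary gene lists of clusters 2, 4 and 6 hold 1, 3 and 5 names that read as dates in place of gene symbols.

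Immunoglobulin transcripts were higher in Th9 IL-4+IL-1β than in classic Th9 IL-4+TGF-β cells, with a median of 2.09 over 31 transcripts. A larger share of B cells is argued against as the whole source, since the immunoglobulin median lay 1.55 above that of the B cell markers, beyond the spread of 0.617, and so is a smaller share of T cells, which would raise the macrophage markers alike, while these lay 2.05 below (with a median of 0.34 among their bright members), though the T cell identity median of -0.44 leaves a smaller part open. A larger share of plasma cells remains open: the 5 plasma cell markers that are not immunoglobulin genes had a median 0.038 below that of the immunoglobulin transcripts, with *Jchain* at 4.95 and *Mzb1* at 2.45 but *Sdc1* at 0.30 and *Tnfrsf17* at 0.42. TGF-β in the medium is a candidate explanation, since 31 of 31 transcripts were higher in both arrays of cells grown with IL-4 and without TGF-β than in both with it. These transcripts can rise and fall together, so the 31 are not separate observations, and each array gives 1. The Th1 array, also without TGF-β, had a median of 9.62, against 10.95 in Th2 cells and 8.52 and 8.78 in the arrays with TGF-β. IL-1β in the medium is argued against as the whole source, since the medians with it were higher by 0.19 without TGF-β and by 0.30 with it. The C57BL/6 antigen-presenting cells are a likely source of the immunoglobulin and B cell RNA if the T cells came from the *Rag1* mutant strain. *Cd79a* was at 12.19 and *H2-Ab1* at 12.70. Whether more of these cells were carried over into this array than into the classic one remains open. The smallest of the 6 medians of B cell, macrophage and dendritic cell markers, against classic cells or the other 4 arrays, was 0.032. Compared with Th2 cells, these lists had medians of -0.13, 0.001 and -0.02, so no excess over the Th2 array was seen. The median level of the B cell markers was 9.81 in Th9 IL-4+IL-1β and Th1 cells and 10.15 in Th2 cells. It was 9.49 and 9.59 in the arrays with TGF-β. With no sort named and 1 array each, the amount of these cells and the condition cannot be told apart.

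Few genes above a *z*-score of 0.9 in Th9 IL-4+IL-1β cells were also above it in Th2 or classic Th9 IL-4+TGF-β cells, and 61.9% of transcripts differed by more than 1 *z*-score from the classic cells. Scaling each transcript over 5 arrays may account for the first, since 5 independent normal values per transcript gave 7.80% shared against 7.75% of genes and 7.76% of all transcripts. The simulated transcripts were not selected by cluster or range. By cluster the share was 9.55%, 2.88% and 7.52%, and it was 18.0% among genes whose arrays span at least 2-fold. The scaling may account for most of the second, since 56.0% of the simulated and 62.7% of the olfactory receptor transcripts passed the same difference. On the log2 scale 2.89% of all transcripts and 0.180% of the olfactory receptor ones differed at least 2-fold.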
